# Somatic loss of *WWOX* is associated with *TP53* perturbation in basal-like breast cancer

**DOI:** 10.1038/s41419-018-0896-z

**Published:** 2018-08-06

**Authors:** Suhaib K. Abdeen, Uri Ben-David, Aya Shweiki, Bella Maly, Rami I. Aqeilan

## Abstract

Inactivation of WW domain-containing oxidoreductase (*WWOX*), the gene product of the common fragile site FRA16D, is a common event in breast cancer and is associated with worse prognosis of triple-negative breast cancer (TNBC) and basal-like breast cancer (BLBC). Despite recent progress, the role of WWOX in driving breast carcinogenesis remains unknown. Here we report that ablation of *Wwox* in mammary tumor-susceptible mice results in increased tumorigenesis, and that the resultant tumors resemble human BLBC. Interestingly, copy number loss of *Trp53* and downregulation of its transcript levels were observed in the *Wwox* knockout tumors. Moreover, tumors isolated from *Wwox* and *Trp53* mutant mice were indistinguishable histologically and transcriptionally. Finally, we find that deletion of *TP53* and *WWOX* co-occurred and is associated with poor survival of breast cancer patients. Altogether, our data uncover an essential role for WWOX as a *bona fide* breast cancer tumor suppressor through the maintenance of p53 stability.

## Introduction

Breast cancer is the most common malignancy in women and second to lung carcinoma in cancer mortality^1^. One of the greatest advances in the last few years has been the molecular categorization of breast cancer based on gene expression profiles. Transcriptomic analyses of human breast tumors have led to classification of several molecular subtypes with distinctive gene profiles and clinical relevance^2–4^. These molecular subtypes are strongly associated with survival outcome, with the basal-like subtype (BLBC) having the worst prognosis^2–4^. Identification of new molecular targets and modeling of BLBC would hence greatly enhance our understanding of this aggressive subtype and aid in better management.

The WW domain-containing oxidoreductase (*WWOX*) gene spans one of the most active common fragile sites in the human genome located at the long arm of chromosome 16: FRA16D^5,6^. WWOX is commonly altered in breast cancer^7–9^. In particular, it has been shown that WWOX protein levels are reduced or absent in triple-negative breast cancer (TNBC) and in BLBC^10–15^. Beside genomic rearrangements, hypermethylation of the regulatory region of WWOX has been documented in neoplastic but not in paired adjacent non-neoplastic tissues^16,17^. Importantly, restoration of WWOX expression inhibits breast cancer cell growth both in vitro and in vivo, further proposing a tumor suppressive function^17^. These observations led us to question whether WWOX possesses a driver role in tumor suppression in genetically engineered mouse models.

Existing evidence using animal models has indeed linked WWOX with tumor suppressive functions^18–21^. Modeling WWOX loss in drosophila revealed that WWOX expression is required for efficient removal of tumorigenic cells via TNFα/Egr-mediated cell death, which was shown to be dependent on caspase-3 activity^22^. Furthermore, a number of *Wwox* mutant mouse models have also suggested tumor suppressive roles for WWOX. In particular, aged germline *Wwox*-heterozygous mice on mixed background developed higher incidence of spontaneous lung tumors and B-cell lymphomas^23,24^, and those on C3H genetic background developed mammary tumors with 50% penetrance^25^. Some of these tumors had retained the other wild type allele, suggesting haploinsufficiency of WWOX function^23,25^. Importantly, mammary tumors in *Wwox*-heterozygous C3H mice were mostly ER-negative and PR-negative, expressing CK-14, hence reminiscent of the common WWOX inactivation in TNBC and in particular BLBC^25^. Despite these lines of evidence, however, no proof was established linking somatic loss of WWOX in mammary epithelium with mammary tumor advantage.

Several studies have shown that the WWOX protein antagonizes tumorigenesis by promoting apoptosis^26,27^, rewiring metabolism^28,29^ and more recently, maintaining genome integrity^30,31^. WWOX, mainly through its first WW domain^32,33^, interacts with partner proteins such as p53 family members^26,27,34^, DNA-damage checkpoint proteins^30,31,35^, and key metabolic and stress proteins^28,29^ to mediate its tumor suppressor activities. While multiple mechanisms have been suggested to explain the tumor suppressive role of WWOX, there is currently no functional evidence for the exact role of WWOX in breast carcinogenesis.

We and others have previously reported that mammary gland epithelium (MGE)-specific *Wwox* deletion (*Wwox*^*ΔMGE*^) in B6/129 mixed genetic background does not result in a mammary tumor phenotype^36,37^. We therefore set out to determine whether somatic alteration in *Wwox* drives BLBC development in mammary tumor-susceptible mice: C3H/HeJ mice (shortly named C3H). We found that inactivation of *Wwox* in mammary gland epithelium in C3H mice results in mammary tumor formation resembling BLBC in human, as revealed by histological and molecular characterization of these tumors. This is the first mouse model that enables to directly study the role of WWOX in BLBC. Our data show that tumors of *Wwox* knockout or *Trp53* knockout are indistinguishable. At the molecular level, we show that WWOX loss results in reduced p53 activity either through destabilizing the genome, resulting in p53 loss and genomic instability, or through hindering p53 transcriptional function. We further demonstrate that deletion of *WWOX* and *TP53* co-occurs in breast cancer. Altogether, our results reveal WWOX, the gene product of FRA16D, as a *bona fide* breast cancer tumor suppressor with important functions in maintaining genome stability.

## Material and methods

### Mice

*Wwox*^*ΔMGE*^ mice (on B6/129 genetic background)^36^ were back-crossed onto the C3H/HeJ mice (shortly named C3H), a mammary tumor-susceptible genetic background, for seven rounds (~99% purity) generating *Wwox*^*ΔMMTV*^. Despite the lack of exogenous mouse mammary tumor virus (MMTV), virgin and breeding C3H female mice may still develop some mammary tumors later in life^38^. *Trp53*^*ΔMMTV*^ mice were generated by crossing *Trp53 loxP* mice^39^ with *MMTV-Cre* mouse (The Jackson Laboratory, #003553). Genotyping of *Wwox*, *Trp53* and Cre was performed using primers as detailed in Supplementary Table 3. All mice related experiments were approved by The Hebrew University Institutional Animal Care and Use Committee.

### Immunohistochemistry

Tissues were fixed in 4% formalin. Paraffin-embedded tissue sections were deparaffinized and rehydrated. Antigen retrieval was performed in 25 mM sodium citrate buffer PH 6.0 (for ER, PR, CK14, and gamma H2Ax) or EDTA buffer PH 8.0 (for WWOX) using pressurized chamber for 2.5 min. Endogenous peroxidase was blocked with 3% H_2_O_2_ for 15 min. The sections were then incubated with blocking solution (CAS Block) for 30 min to reduce non-specific binding followed by incubation with the primary antibody. Slides were subsequently incubated with horseradish peroxidase-conjugated anti-rabbit or anti-mouse immunoglobulin antibody for 30 min. The enzymatic reaction was detected in a freshly prepared 3,3 diamminobenzidine using DAB peroxidase kit (Vector laboratories) for several min at room temperature. The sections were then counterstained with hematoxylin. Eight tumors were stained for WWOX, ER, and CK14. Six tumors were stained for PR and γH2Ax.

### Isolation of primary mouse epithelial cells (MECs)

Mammary glands were isolated and minced from the indicated mice. For each gram tissue, 5 ml digestion mix [DMEM media, 10% fetal bovine serum, 1% pen-strep, 1:100 collagenase A (from stock 1.5 mg/ml) and 1:1,000 DNase-I (from 10 mg/ml stock)] was added and left for 1.5 h at 37 °C under moderate shaking (50 × g). MECs were separated from fat by differential centrifugation (three times) at 700×*g* for 30″. MECs were washed twice with PBS. In order to get rid of red blood cells, red blood cells lysis buffer was used.

### RNA extraction and RT-PCR

Total RNA was isolated using Tri-reagent. For RT-PCR, RNA (1 µg) was reversed transcribed using the QScript cDNA syntesis kit (Quantabio). Real-time PCR was done using SYBR Green PCR Master. Real-time PCR was performed using primers as indicated in Supplementary Table 4.

### Gene expression analysis

RNA from 4 *Wwox*^*ΔMMTV*^ mammary tumors, 2 *Trp53*^*ΔMMTV*^ mammary tumors, 4 double-knockout (*Wwox;Trp53*^*ΔMMTV*^) tumors 3 normal (prior to tumor formation) *Wwox*^*ΔMMTV*^ mammary epithelial cells (MECs) and 3 normal wild-type MECs was extracted and prepared for RNA sequencing. After poly-A cleanup, cDNA was synthesized. Libraries were made using KAPA Single-Indexed Adapter Kit (Illumina, Massachusetts, USA). Sequencing was performed using Next seq 500 (Illumina). Normalized gene expression values were log2-transformed and scaled by subtracting the gene expression means. Dendrograms were constructed using Euclidean distances and Complete linkage, and heat maps were generated with the “pheatmap” R package. Analysis was performed using all expressed genes: prior to the analysis, non-expressed genes (normalized expression value < 1 in all samples) were excluded, and expression levels were floored to 1. Data from double-knockout mice were processed with all other expression data, but their analysis is not included in the current study. For detailed bioinformatics analysis, see supplementary methods.

### E-karyotyping

E-karyotyping analysis was performed as previously described^40,41^. Briefly, normalized gene expression values were log2-transformed, non-expressed genes (log2 expression value < 1 in all samples) were excluded, and expression levels were floored to 1. The median expression value of each gene across normal samples was subtracted from the expression value of that gene in each normal and tumor sample, in order to obtain comparative values. Genes were ordered by their chromosomal location, and CNA profiles were then generated with the CGH-Explorer software (http://heim.ifi.uio.no/bioinf/Projects/CGHExplorer/), using the program’s piecewise constant fit (PCF) algorithm. The following set of parameters was used: Least allowed deviation = 0.25; Least allowed aberration size = 30; Winsorize at quantile = 0.001; Penalty = 12; Threshold = 0.01. Moving average plots were generated using the CGH-Explorer moving average fit tool.

### Comparison to other breast cancer mouse models

Gene expression data of five different GEMM types (Wnt, Myc, PyMT, Her2, and P53) from two studies^42,43^ (GSE23938 & GSE25488) were downloaded from the Gene Expression Omnibus (GEO) website (http://www.ncbi.nlm.nih.gov/geo). Gene expression values were log2-transformed, non-expressed genes (log2 expression value < 5.5 in > 20% of samples) were excluded, and expression levels were floored to 5. The median expression value of each gene across normal samples was subtracted from the expression value of that gene in each tumor sample, in order to obtain comparative values. Gene symbols were compared across the three datasets (the two previous studies and the current study), yielding a list of 5,897 genes present and expressed in all tumor samples. Batch effect was next removed using the COMBAT algorithm^44^. Unsupervised hierarchical clustering was performed on the batch-corrected expression values, using Euclidean distances and complete linkage. The Epithelial-Mesenchymal transition (EMT) gene set was downloaded from MSigDB^45^ (http://software.broadinstitute.org/gsea/msigdb). An EMT score was determined for each tumor sample as the sum of the comparative expression values of the expressed EMT genes. The average EMT score of each type of tumor was computed.

### Molecular subtype assignment

PAM50 centroid values were obtained from Parker et al.^46^, FPKM expression values of the PAM50 genes were log2-transformed, and the Spearman’s rank correlation between each sample and each subtype centroid was calculated. The class with the highest correlated centroid was assigned to each sample. In one p53 tumor, correlation values were similar for two subtypes (basal and lumB), and this tumor was therefore defined as mixed.

### Genomic DNA extraction and quantitative PCR

Tumors or normal MECs were minced using DNA lysis buffer (150 mM NaCl, 50 mM tris-HCL, 25 mM EDTA, 0.5% SDS and 5 µl proteinase K). After overnight incubation at 56 °C, phenol chloroform was added followed by centrifugation for 10 min. The upper phase was transferred to a new tube and followed by chloroform and isopropyl alcohol treatment. DNA was washed with 70% ethanol and eluted using TE buffer. Genomic DNA real-time PCR was performed using primers as indicated in Supplementary Table 5.

### Cell culture assays

ATCC breast cancer cell line MCF7 cells were cultured as in RPMI-1640 media supplied with 10% FCS, 1% pen-strep and 1% glutamine. The cells were mycoplasma free.

### CRISPR/CAS9 targeting WWOX expression

For knocking-out *WWOX* in MCF7 cells, lentiviruses were prepared using LentiCRISPR-V2 plasmid (Addgene plasmid # 52961) with sgRNAs (Supplementary Table 6) targeting WWOX exon 1(KO-1 cells) or exon 4 (KO-2 and KO-3 cells). From the infected cells pool, single clones were isolated. Parental cells and cells infected with empty vector were used as control.

### Colony formation assay

MCF7 cells were plated at a density of 500 cells in a 60-mm^2^ plate in triplicate. After 2 weeks the cells were fixed with 70% ethanol, stained with Giemsa and counted.

### Immunoblotting

Whole cell lysates were prepared using lysis buffer containing 50 mM Tris (pH 7.5), 150 mM NaCl, 10% glycerol, 0.5% Nonidet P-40, and protease inhibitors (1:100). Lysates were resolved on SDS/PAGE. Antibodies used were Rabbit polyclonal anti-GST-WWOX^11^ and mouse monoclonal anti-GAPDH and goat polyclonal anti-ATM, rabbit monoclonal anti-pATM, rabbit plyclonal anti-KAP, rabbit polyclonal anti-pKAP.

### WWOX overexpression in knockout cells

To prevent the CAS9 cut of the WWOX after the restoration, WWOX expressing lentivirus was mutated using QuikChange XL Site-Directed Mutagenesis Kit, Agilent Technologies, CA, USA. We mutated WWOX, at the guide RNA–identical sequence (CAS9-target sequence). The result sequence has different codons but codes for the same amino acids of the original sequence.

### Co-occurrence gene inactivation analysis

Gene-level mutation and copy number data of the METABRIC breast cancer dataset^47^ were downloaded from cBioPortal (www.cbiopotal.org). The number of tumors with a perturbation (homozygous deletion or mutation) in either *Trp53*, *Wwox* or both genes was determined. The statistical significance of co-occurrence was determined using a two-sided Fisher’s exact test.

### Survival analysis

Survival data of the METABRIC breast cancer dataset^47^ were downloaded from cBioPortal (www.cbiopotal.org). Tumors were separated into groups by their WWOX and p53 status: both genes WT, p53-perturbed (mutation, deletion or both), WWOX-perturbed (mutation, deletion or both), and both genes perturbed. Survival analysis was performed using the “survival” R package.

### Statistical analysis

Results were expressed as mean ± SD or ± SEM. The Student’s *t*-test was used to compare values of test and control samples. *P* < 0.05 indicated significant difference.

## Results

### Mammary-specific deletion of *Wwox* in *C3H* mice is associated with mammary tumorigenesis

Germline aged *Wwox*-heterozygous mice on C3H mammary tumor-susceptible genetic background develop mammary tumors with 50% penetrance^25^. To test whether somatic loss of WWOX in C3H mice could facilitate mammary tumorigenesis, *Wwox*^*ΔMGE*^ mice were back-crossed onto the C3H background for seven generations (N7/F1; ~99% purity) and incidence of mammary tumor formation was evaluated; these newly generated mice were named *Wwox*^*ΔMMTV*^.

Monitoring of *Wwox*^*ΔMMTV*^ mice revealed that the majority (14/17, ~76%) developed mammary tumors with median latency of 270 days, while no mammary tumors were obtained in the control WT mice (Fig. 1a). Histological and pathological characterization of these *Wwox*^*ΔMMTV*^ tumors revealed that they are invasive ductal carcinoma, Grade III, with occasional lung metastases (2/14) (Fig. 1b, Supplementary Fig. S1a). Deletion of the *Wwox*^*fl/fl*^ alleles in these tumors was confirmed by immunohistochemistry using anti-WWOX antibody (Fig. 1b and Supplementary Fig. S1b). Immunohistochemical staining for ER and PR revealed that 100% of the tumors are ER/PR-negative, while ~60% stained positive for CK14 basal marker (Fig. 1b and Supplementary Fig. S1b). These findings are consistent with previously published data showing that WWOX loss in human is associated with TNBC and BLBC^9,12,14,25^. Altogether, these observations suggest that WWOX ablation on C3H mammary tumor-susceptible genetic background is associated with BLBC development. According to our knowledge, this is the first mouse model showing that somatic ablation of WWOX in adult mice is sufficient to drive mammary tumorigenesis.

**Fig. 1:**
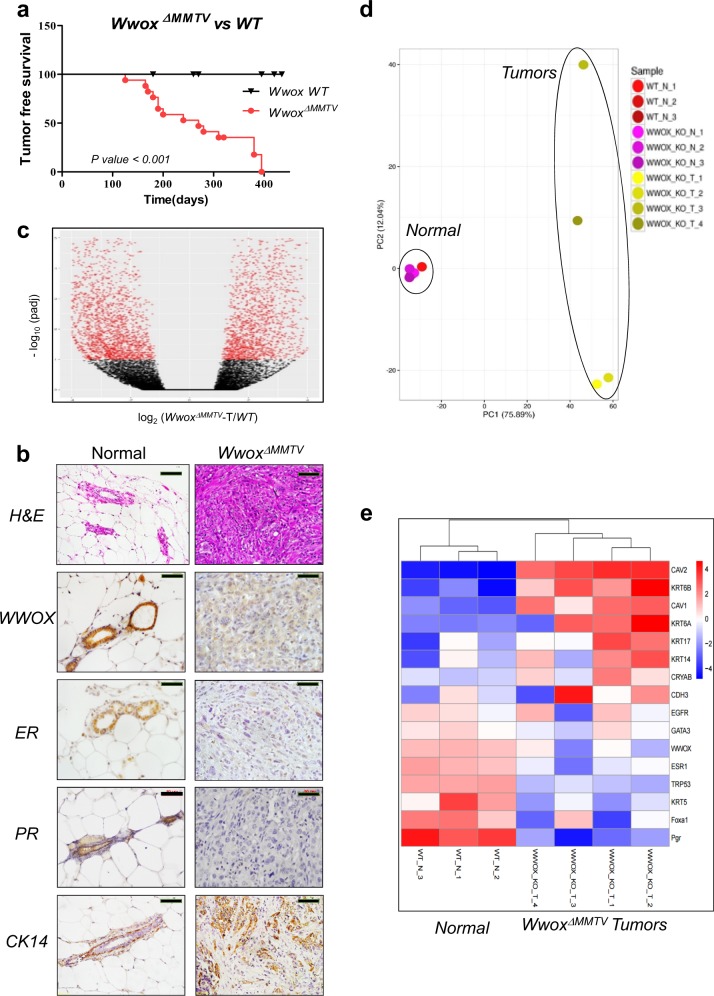
WWOX loss is associated with triple-negative breast cancer (TNBC) and particularly, the basal-like subtype. **a** Kaplan Meier analysis for *Wwox*^*ΔMMTV*^ mice as compared to wild-type mice. **b** Histological characterization of mammary tumors in *Wwox*^*ΔMMTV*^ and normal wild-type (WT) mice, using H&E staining and immunohistochemistry (anti-WWOX, anti-ER, anti-PR, and anti-CK14). Magnification bar represents 50 µm. **c** Volcano analysis for WT normal mammary tissue vs *Wwox*^*ΔMMTV*^ tumor tissues. **d** A principal component analysis (PCA) of normal mammary tissues from WT mice (*n* = 3), normal mammary tissues from *Wwox*^*ΔMMTV*^ mice (*n* = 3) and mammary tumors from *Wwox*^*ΔMMTV*^ mice (*n* = 4), based on their global gene expression patterns. **e** Top: unsupervised hierarchical clustering of three normal mammary tissues and four *Wwox*^*ΔMMTV*^ tumors, based on the expression of selected basal markers. Bottom: a corresponding heatmap, showing the expression levels of these genes

### Molecular characterization of *Wwox*^*ΔMMTV*^ tumors

To molecularly characterize WWOX-deficient tumors, RNA from 4 *Wwox*^*ΔMMTV*^ mammary tumors, 3 normal (prior to tumor formation) *Wwox*^*ΔMMTV*^ mammary epithelial cells (MECs) and 3 normal wild-type MECs was extracted and analyzed using RNA sequencing. 

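*Wwox* (ENSMUSG00000004637), the gene deleted in these mice, encodes a WW domain-containing oxidoreductase and lies on chromosome 8 of GRCm38 from 114439655 to 115352708. Its level in TMM-normalized CPM was 1.49, 1.19 and 1.25 in the 3 libraries of wild-type MECs (WT MECs). It was 0.769, 0.628 and 0.664 in the 3 libraries of pre-tumor *Wwox*-deleted MECs (*Wwox* KO MECs) and 0.587, 0.225, 0.122 and 0.755 in the 4 *Wwox*-deleted tumors (*Wwox* KO tumors), so that every library of the knockout lay below every WT library. The log2 fold change of *Wwox* was −1.58 in the tumors over WT MECs (standard error 0.51, adjusted p = 0.0225 from edgeR's quasi-likelihood test). It was −0.91 in *Wwox* KO MECs over WT MECs (standard error 0.53, adjusted p = 1). The difference in the tumors no longer passed without *Wwox* KO tumor 2 (adjusted p = 0.0502), WT MECs 1 (adjusted p = 0.0669) or WT MECs 3 (adjusted p = 0.0551). Counts were summed over the whole gene, so they do not separate transcripts with the deleted part from those without it.

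MECs were obtained by the authors from minced glands with collagenase A, differential centrifugation and lysis of red blood cells, and RNA was extracted with Tri-reagent from the cells and from tumors. Poly-A RNA was sequenced on a NextSeq 500. The authors aligned reads to the mouse genome with TopHat2 and counted them per gene with HTSeq. These counts, 22126780 to 24413351 per WT MEC library, 22966198 to 23779255 per *Wwox* KO MEC library and 18429164 to 31393331 per *Wwox* KO tumor, were the values used here. The 10 libraries from C3H mice were fitted together in edgeR after filtering genes of low count, and a gene was called at an adjusted p (Benjamini-Hochberg) under 0.05. In simulated data of the same group sizes, 200 of 18465 genes were changed in tumors against WT MECs. The fit recovered 44.9% of those changed 4-fold and 4.9% of those changed 2-fold. The cut on p is stricter where fewer genes change, so these shares may be too low for the real tumors, where far more genes were called. The labels give WT MECs and *Wwox* KO MECs at different ages, so age and genotype cannot be separated between these 2 groups.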

Differential gene expression analysis revealed that 5588 genes were differentially expressed in the mammary tumors compared to normal controls (Fig. 1c, Supplementary Table 1). 

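*Dsg3*, which encodes the desmosomal cadherin desmoglein 3, was at 35.4 ± 11.3 CPM (SD, n = 4) in *Wwox* KO tumors and at 0.0138 ± 0.0239 (SD, n = 3) in WT MECs (adjusted p = 5.02e-06, edgeR). *Mmp10*, which encodes the protease stromelysin 2, was at 149 ± 147 CPM (SD, n = 4) in the tumors and 0.172 ± 0.0624 (SD, n = 3) in WT MECs, a log2 fold change of 9.74 (standard error 1.47, adjusted p = 0.000401). Other genes among the 10 largest rises had 0 counts in each WT MEC library: the placental prolactin family members *Prl2c3*, *Prl8a9* and *Prl2c2*, the granzymes *Gzme* and *Gzmd*, the membrane protein gene *Dynap*, and *Gm5416*. Without WT MECs 1, 2 or 3, *Prl8a9* (adjusted p = 0.0781, 0.0815 and 0.0786), *Prl2c2* (adjusted p = 0.0549, 0.0575 and 0.055) and *Gm5416* (adjusted p = 0.0627, 0.0656 and 0.0629) no longer passed. *Cd79a*, which encodes a subunit of the B cell receptor, fell from 720 ± 162 CPM (SD, n = 3) to 0.271 ± 0.165 (SD, n = 4), a log2 fold change of −11.28 (standard error 0.42, adjusted p = 1.22e-07). The complement receptor gene *Cr2* and the B cell transcription factor gene *Pax5* fell by a log2 of 11.12 (standard error 0.33) and 11.00 (standard error 0.50).

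Lists of marker genes of cell types moved in both directions. Of 23 T and NK cell markers tested, 23 were lower and none was higher (23 lower when adjusted over the list alone), with a median log2 fold change of −6.02. This shift relative to other genes passed camera's test (adjusted p = 6.05e-36, and adjusted p = 0.0208 with an estimated correlation). Of 16 B and plasma cell markers, 15 were lower and 1 was higher (the same counts adjusted over the list alone; camera adjusted p = 8.28e-37, and adjusted p = 0.0208 with an estimated correlation). All 18 skeletal muscle markers were lower, also adjusted over the list alone, among them the nebulin gene *Neb* (log2 fold change −4.59, standard error 0.38, adjusted p = 1.12e-05; list adjusted p = 4.2e-05, and adjusted p = 0.557 with an estimated correlation). Of 10 markers of lymph node stroma and Schwann cells, 8 were lower and 2 higher (the same counts adjusted over the list alone). Macrophage and myeloid markers were mostly higher, with 19 of 28 higher, 3 lower and 6 not passing (21 higher and 3 lower adjusted over the list alone). The scavenger receptor gene *Msr1* rose by a log2 of 4.08 (standard error 0.43, adjusted p = 4.67e-05). Endothelial markers were 1 higher, 10 lower and 10 not passing of 21 (1 higher and 10 lower adjusted over the list alone). Fibroblast markers were 4 higher, 7 lower and 10 not passing of 21 (3 and 7 adjusted over the list alone), and adipocyte markers 3 higher, 6 lower and 8 not passing of 17 (3 and 6 adjusted over the list alone). None of 6 red blood cell markers was called by edgeR. Of 25 immediate early genes, which rise on tissue dissociation, 17 were lower, 2 higher and 6 not passing (18 lower and 2 higher adjusted over the list alone), among them *Zfp36* (log2 fold change −4.40, standard error 0.26, adjusted p = 1.29e-06).

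Over all genes, 10536 of the 18465 tested were called in *Wwox* KO tumors against WT MECs, 5315 higher and 5221 lower, with 8083 of them changed at least 2-fold. The libraries of the 2 groups did not overlap for 56.33% of the genes tested, where chance gives 5.71%, and for 9652 of the called genes. Against *Wwox* KO MECs, 10893 genes were called, 5525 higher and 5368 lower. The balance of directions depends on the scaling. With library size only, 4161 genes were higher and 6245 lower over WT MECs, and the median log2 fold change of all genes was −0.206, against 0.037 with TMM. Over *Wwox* KO MECs it was −0.165, against 0.047 with TMM.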

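*Wwox* KO MECs and WT MECs were close to each other in expression. The only gene called between them, *a*, which encodes the pigment signaling protein agouti, was at 21.9 ± 3.79 CPM (SD, n = 3) in *Wwox* KO MECs and 0.0535 ± 0.0254 (SD, n = 3) in WT MECs (adjusted p = 0.0333, edgeR). It was no longer called without *Wwox* KO MECs 1, 2 or 3 (adjusted p = 0.145, 0.127 and 0.105) or WT MECs 1, 2 or 3 (adjusted p = 0.217, 0.555 and 0.462). At an unadjusted p under 0.05 there were 189 genes, DESeq2 called 2 genes, and the libraries of both groups did not overlap for 9.18% of genes where chance gives 10%. In simulated data of this size, 52% of genes changed 4-fold were recovered. No member of any marker or pathway list was called.

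Principal components of the 10 C3H libraries were computed from 27723 genes on log2 normalized counts floored at 1. The first component held 65.22% of the variance and separated tumors from MECs. The 4 *Wwox* KO tumors had scores of 168.7 to 181.41 and the 6 MEC libraries of −130.67 to −94.74, a gap of 263.4. The largest distance between MEC libraries was 36.1 over the first and second components together. The means of WT MECs and *Wwox* KO MECs lay 11.88 apart on the first component. The second component, with 11.26%, spread the tumors themselves, from −92.5 in tumor 1 to 152.23 in tumor 3, with tumors 2 and 4 at −60.72 and 7.58.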

Principal component analysis (PCA) of all samples revealed a clear separation of the tumors (*Wwox* _KO_T) from normal epithelial cells (Fig. 1d), whereas WT MECs (WT_N) and MECs isolated from *Wwox*^*ΔMMTV*^ pre-transformed tissues (*Wwox*_KO_N) clustered together (Fig. 1d). 

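*Itgb4*, which encodes the integrin of hemidesmosomes, rose in *Wwox* KO tumors over WT MECs by a log2 of 3.47 (standard error 0.27, adjusted p = 9.19e-06, edgeR). The receptor gene *Cd36* (log2 fold change −4.30, standard error 0.29, adjusted p = 3.37e-06), the vitronectin gene *Vtn* (−5.51, standard error 0.40) and the tenascin XB gene *Tnxb* (−6.66, standard error 0.56) fell. Of 68 genes of ECM-receptor interaction tested, 34 were higher, 11 lower and 23 not passing (the same counts adjusted over the list alone), with a median log2 fold change of 1.27.

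*Met*, which encodes the hepatocyte growth factor receptor and belongs to both other lists, rose by a log2 of 8.17 (standard error 0.35, adjusted p = 2.36e-07). The focal adhesion genes *Pik3cd* (−3.58, standard error 0.20, adjusted p = 1.1e-06) and *Parvg* (−3.71, standard error 0.24, adjusted p = 2.44e-06), both also expressed by leukocytes, fell. Of 75 focal adhesion genes, 35 were higher, 16 lower and 24 not passing (36 higher and 17 lower adjusted over the list alone). In the adherens junction list, the kinase gene *Src* rose by a log2 of 3.16 (standard error 0.25, adjusted p = 8.67e-06), whereas *Fyn* (−3.02, standard error 0.17, adjusted p = 9.31e-07) and the leukocyte gene *Was* (−3.83, standard error 0.24, adjusted p = 1.97e-06) fell. Of its 54 genes, 32 were higher, 12 lower and 10 not passing (the same counts adjusted over the list alone).

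Relative to other genes, the focal adhesion and adherens junction lists passed camera's test upward with its preset correlation of 0.01 (adjusted p = 0.0444 and 0.0104), with adjusted p = 0.723 and 0.453 with an estimated correlation. The ECM-receptor list had adjusted p = 0.0808, and 0.723 with an estimated correlation. Members of the 3 lists changed in either direction by fry's mixed test (adjusted p = 6.63e-08, 2.29e-08 and 6.37e-08 for ECM-receptor, focal adhesion and adherens junction genes). That test does not compare a list with other genes. Since 57.06% of all genes tested were called in this comparison, it shows nothing particular to these lists.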

The differentially expressed genes were enriched for cancer-related pathways, including extracellular matrix, receptor interactions, focal adhesion and adherent junctions (Supplementary Table 2).

Consistent with our immunohistochemical analysis (Fig. 1b), RNA sequencing showed significant decrease in estrogen receptor (*Esr1*) and progesterone receptor (*Pgr*) transcripts, as well as upregulation of basal markers mRNA including *Ck14*, cytokeratin 6 (*Ck6*), cytokeratin 17 (*Ck17*), caveolin 1 (*Cav1*), caveolin 2 (*Cav2*), αB-Crystallin (*Cryab*) and P-cadherin (*Cdh3*)^9,25^ (Fig. 1e). Moreover, a significant reduction in RNA levels of *Foxa1*, known to repress the basal-like phenotype^48–50^, was observed (Fig. 1e), further confirming the BLBC nature of these tumors.

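*Pgr* (ENSMUSG00000031870, chromosome 9 from 8899833 to 8968611), which encodes the progesterone receptor, fell from 9.58 ± 3.83 CPM (SD, n = 3) in WT MECs to 0.156 ± 0.0943 (SD, n = 4) in *Wwox* KO tumors, a log2 fold change of −5.87 (standard error 0.85, adjusted p = 0.00031, edgeR). *Esr1* (ENSMUSG00000019768, chromosome 10 from 4611593 to 5005614), which encodes estrogen receptor α, fell from 19.7 ± 4.56 (SD, n = 3) to 5.01 ± 2.62 (SD, n = 4), a log2 fold change of −1.96 (standard error 0.54, adjusted p = 0.0113). Of 21 genes of hormone receptor-positive luminal cells, 6 were lower, 3 higher and 12 not passing (the same counts adjusted over the list alone). The lower ones included the transcription factor gene *Tfap2b* (log2 fold change −4.24, standard error 0.81, adjusted p = 0.00163), and the higher ones the cyclin gene *Ccnd1* (3.38, standard error 0.55, adjusted p = 0.000592). Of 18 genes of milk-producing alveolar cells, 3 were lower and 2 higher (3 and 1 adjusted over the list alone), among them the milk mucin gene *Glycam1* (−6.71, standard error 1.31, adjusted p = 0.00179) and the lipocalin gene *Lcn2* (3.58, standard error 0.65, adjusted p = 0.00121).

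*Krt14*, a keratin of basal cells (ENSMUSG00000045545, chromosome 11 from 100203162 to 100207548), was at 514 ± 481 CPM (SD, n = 4) in the tumors and 67.9 ± 66.1 (SD, n = 3) in WT MECs, a log2 fold change of 2.95 (standard error 1.03, adjusted p = 0.0321). It no longer passed without *Wwox* KO tumor 1 (adjusted p = 0.0505), *Wwox* KO tumor 2 (adjusted p = 0.0802), WT MECs 2 (adjusted p = 0.103) or WT MECs 3 (adjusted p = 0.0881), nor in a fit of only the 2 groups (adjusted p = 0.0633) or over all 16 libraries (adjusted p = 0.068). *Krt17* rose by a log2 of 3.30 (standard error 1.05, adjusted p = 0.0216) and no longer passed without WT MECs 2 (adjusted p = 0.0787) or WT MECs 3 (adjusted p = 0.0588), nor in the fit over all 16 libraries (adjusted p = 0.0865). For keratin 6, which marks basal and wounded epithelium, *Krt6a* rose by 5.67 (standard error 1.46, adjusted p = 0.00793) and *Krt6b* by 6.44 (standard error 1.13, adjusted p = 0.000973). The caveolin genes, which encode coat proteins of membrane pits, both lie on chromosome 6 within 1 Mb of *Met*, in a region where 17 of 19 genes tested were called higher. *Cav2* rose from 20.7 ± 4.11 CPM (SD, n = 3) to 5212 ± 1742 (SD, n = 4), a log2 fold change of 8.00 (standard error 0.43, adjusted p = 7.6e-07). *Cav1* rose from 109 ± 38.4 (SD, n = 3) to 3678 ± 1921 (SD, n = 4), a log2 fold change of 5.10 (standard error 0.63, adjusted p = 0.000121). The small heat shock protein gene *Cryab* rose by a log2 of 2.12 (standard error 0.60, adjusted p = 0.0126).

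*Cdh3*, which encodes P-cadherin, was at 8.51, 33.1, 161 and 0.926 CPM in the 4 tumors and did not pass (log2 fold change 3.10, standard error 1.37, adjusted p = 0.0766). It passed in DESeq2 (adjusted p = 0.0133), with all 6 MEC libraries as control (adjusted p = 0.0109) and without *Wwox* KO tumor 4 (adjusted p = 0.019). Of the 8 basal marker genes, 7 were thus higher and none lower (8 higher adjusted over the list alone, which is not independent evidence since the paper chose these genes on these samples), with a camera adjusted p = 0.00106, and adjusted p = 0.453 with an estimated correlation. All 8 were called higher against *Wwox* KO MECs, where *Cdh3* (adjusted p = 0.0259) no longer passed without *Wwox* KO tumor 3 (adjusted p = 0.063) or without *Wwox* KO MECs 1, 2 or 3 (adjusted p = 0.0741, 0.0733 and 0.086). A general list of 30 basal and myoepithelial genes overlaps these markers, since it also holds *Krt14*, *Krt17* and *Cdh3*. Of its genes, 13 were higher, 3 lower and 14 not passing (12 and 3 adjusted over the list alone). They included the versican gene *Vcan* (4.60, standard error 0.44, adjusted p = 2.69e-05) and the smooth muscle myosin gene *Myh11* (−4.93, standard error 0.49, adjusted p = 3.3e-05). The basal keratin gene *Krt5* was lower (−3.25, standard error 0.70, adjusted p = 0.00303), but did not pass in the fit over all 16 libraries (adjusted p = 0.0718). *Egfr* and *Gata3*, a growth factor receptor and a luminal transcription factor of the same panel, did not pass (adjusted p = 0.893 and 0.201), and *Gata3* passed without *Wwox* KO tumor 1 (adjusted p = 0.0205).

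**Figure D1:**
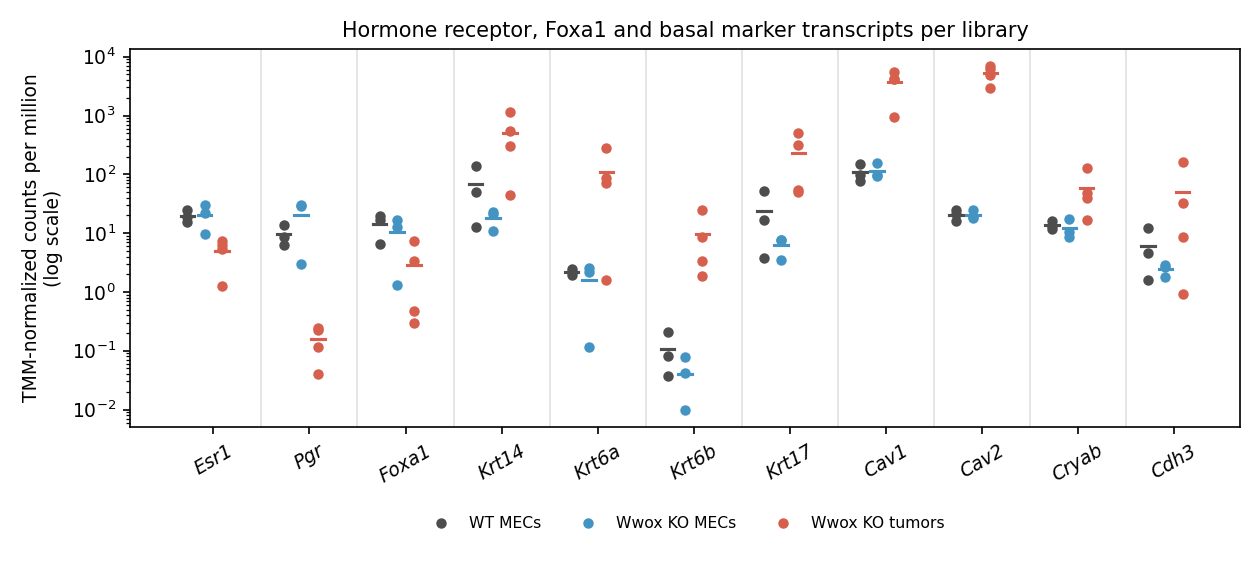
CPM of hormone receptor, *Foxa1* and basal marker genes (log scale) in each library of WT MECs (n = 3), *Wwox* KO MECs (n = 3) and *Wwox* KO tumors (n = 4), with a bar at each group's mean; a value of 0 (*Krt6b* in *Wwox* KO MECs 2) is drawn at 0.01. *Pgr* was at 0.0406 to 0.24 CPM in the tumors and at 6.37 to 13.8 in WT MECs, and *Cav2* at 2939 to 6843 in the tumors and at 16.3 to 24.5 in WT MECs.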

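*Foxa1* (ENSMUSG00000035451), a pioneer transcription factor of luminal cells, lies on chromosome 12 from 57540631 to 57546121. It was at 0.293, 3.32, 7.31 and 0.48 CPM in the 4 *Wwox* KO tumors and at 19.8, 6.41 and 16.8 in the 3 libraries of WT MECs, so that tumor 3 overlapped the range of WT MECs. The log2 fold change was −2.30 (standard error 1.05, adjusted p = 0.0863, edgeR), which did not pass. It passed in DESeq2 (log2 fold change −2.34, adjusted p = 0.0361), in limma (adjusted p = 0.0409) and without *Wwox* KO tumor 3 (log2 fold change −3.40, adjusted p = 0.0204). Against *Wwox* KO MECs, where library 2 was itself at 1.33 CPM, the log2 fold change was −1.84 (adjusted p = 0.154). Of the 8 other genes of the paper's basal panel, which include *Foxa1*, the receptors, *Trp53* and *Wwox*, 5 were lower, none higher and 3 not passing (5 lower adjusted over the list alone, which is not independent evidence). From the lower receptors and *Foxa1*, the higher basal markers and its staining for ER, PR and CK14, the paper concludes that the tumors are basal-like. It later adds a match to the basal subtype of PAM50.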

A major molecular subtype of TNBC is the claudin-low/mesenchymal-like subtype^51,52^, expressing low levels of tight junction proteins, including certain claudins and E-cadherin, and high levels of genes associated with epithelial-to-mesenchymal transition (EMT)^51^. Our RNA sequencing analysis showed an increase in expression levels of the majority of EMT markers but no decrease in expression levels of claudins in *Wwox*^*ΔMMTV*^ tumors compared to MECs (Supplementary Fig. S1c). Moreover, in a comparison of EMT scores between *Wwox*^*ΔMMTV*^ tumors and five other known mammary tumor mouse models, the *Wwox*^*ΔMMTV*^ model ranked among the highest, close to those of previously published Wnt and *Trp53* knockout models, known models to generate TNBC-like tumors (Supplementary Fig. S1d). 

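*Mmp13*, which encodes collagenase 3 and rose most among the EMT markers, was at 1081 ± 1083 CPM (SD, n = 4) in *Wwox* KO tumors and 0.365 ± 0.143 (SD, n = 3) in WT MECs, a log2 fold change of 11.53 (standard error 1.61, adjusted p = 0.000251, edgeR). The gelatinase gene *Mmp9* (5.04, standard error 1.07, adjusted p = 0.00292), the fibronectin gene *Fn1* (3.85, standard error 0.95, adjusted p = 0.00634), the laminin gene *Lama5* (2.87, standard error 0.32, adjusted p = 7.04e-05) and the transcription factor gene *Snai1* (2.19, standard error 0.60, adjusted p = 0.0106) were higher. *Twist2*, a transcription factor of mesenchyme, passed at a log2 fold change of 2.54 (standard error 0.89, adjusted p = 0.0331), but not without *Wwox* KO tumor 1 (adjusted p = 0.0953) or without WT MECs 1, 2 or 3 (adjusted p = 0.0721, 0.11 and 0.0846), in limma (adjusted p = 0.0893), with only the 2 groups (adjusted p = 0.0587) or over all 16 libraries (adjusted p = 0.0681). Its relative *Twist1* did not pass (2.08, standard error 0.98, adjusted p = 0.0951), and passed without *Wwox* KO tumor 3 (adjusted p = 0.0368) and with all 6 MEC libraries as control (adjusted p = 0.0176). *Axl*, *Vim*, *Mmp2* and *Snai2*, a receptor kinase, an intermediate filament, a gelatinase and a transcription factor, did not pass (log2 fold changes of 0.85, 0.55, 0.25 and 0.09), and *Axl* passed without *Wwox* KO tumor 3 (adjusted p = 0.0146) and with all 6 MEC libraries as control (adjusted p = 0.0421). With library size only, the estimates of *Mmp2* and *Snai2* were −0.01 and −0.16.

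Of the 11 EMT markers, 6 were higher, none lower and 5 not passing (6 higher adjusted over the list alone, which is not independent evidence), with a camera adjusted p = 0.0367, and adjusted p = 0.692 with an estimated correlation. Against *Wwox* KO MECs, 7 of the 11 were higher. Among these *Twist1* (adjusted p = 0.0477) was not called in DESeq2, with library size only (adjusted p = 0.0634), with the stricter filter (adjusted p = 0.051), with only the 2 groups (adjusted p = 0.0845), with the replicate block (adjusted p = 0.177), without *Wwox* KO tumor 4 (adjusted p = 0.223) or without *Wwox* KO MECs 1, 2 or 3 (adjusted p = 0.0798, 0.139 and 0.122), and *Twist2* (adjusted p = 0.0165) not without *Wwox* KO MECs 2 or 3 (adjusted p = 0.0651 and 0.0616). In a wider list of 34 mesenchymal genes, 17 were higher, 3 lower and 14 not passing (the same counts adjusted over the list alone). The protease inhibitor gene *Timp1* (log2 fold change 5.65, standard error 0.51, adjusted p = 2.1e-05) and the hyaluronan receptor gene *Cd44* (2.69, standard error 0.27, adjusted p = 3.5e-05) were among the higher.

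The tight junction gene *Cldn3* was at 294 ± 182 CPM (SD, n = 4) in the tumors and 31.0 ± 15.1 (SD, n = 3) in WT MECs (log2 fold change 3.28, standard error 0.66, adjusted p = 0.00212). *Cldn4* (2.66, standard error 0.51, adjusted p = 0.00157) and *Cldn7* (2.85, standard error 0.52, adjusted p = 0.00118) rose too, so all 3 claudins named in the paper were higher (3 adjusted over the list alone, which is not independent evidence). In the fit over all 16 libraries none of the 3 passed (adjusted p = 0.0673, 0.156 and 0.128 for *Cldn3*, *Cldn4* and *Cldn7*). Of 15 claudin genes tested, 7 were higher, 4 lower and 4 not passing (the same counts adjusted over the list alone), with no shift relative to other genes in camera (adjusted p = 0.645). The lower ones included *Cldn19* (−4.26, standard error 0.42, adjusted p = 3.47e-05), a claudin of Schwann cells and kidney. The E-cadherin gene *Cdh1* rose from 94.9 ± 24.4 CPM (SD, n = 3) to 510 ± 198 (SD, n = 4), a log2 fold change of 2.45 (standard error 0.44, adjusted p = 0.0011), and did not pass in the fit over all 16 libraries (adjusted p = 0.0775). Of 26 epithelial junction genes, 23 were higher, none lower and 3 not passing (23 higher adjusted over the list alone), with a camera adjusted p = 8.12e-08, and adjusted p = 0.453 with an estimated correlation. Lymphocyte and muscle markers fell in the same comparison, so a change in the mix of cells is not excluded for these epithelial genes.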

Altogether, both immunohistochemistry and RNA sequencing data suggest that mammary tumors formed in *Wwox*^*ΔMMTV*^ mice resemble basal-like TNBC.

### *Wwox*^*ΔMMTV*^ tumors display hampered p53 expression and function

Similar to alterations of WWOX in BLBC, mutations in *TP53* were found in 88% of BLBC^52^. Moreover, conditional knockout of *Trp53* using *MMTV* and *WAP-Cre* in *C57BL/6* mice showed high percentage of tumor incidence, though at a later stage of life^53^. Using *MMTV-Cre* mice, high percentage (47%-100%) of *Trp53*^*f/f*^ mice developed mammary tumors with latency of 10–14.5 months^54^. These tumors were negative for both ER and PR and resulted in metastases in both liver and lung^54^. We therefore examined the expression of p53 and its target genes in *Wwox*^*ΔMMTV*^ tumors. 

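*Trp53* (ENSMUSG00000059552), which encodes p53, lies on chromosome 11 of GRCm38 from 69580359 to 69591873. Its level was 65.8, 67.6 and 60.8 CPM in the 3 libraries of WT MECs, and 9.03, 7.59, 14.3 and 9.09 in the 4 *Wwox* KO tumors. The group means were 64.7 ± 3.52 (SD, n = 3) and 10.0 ± 2.95 (SD, n = 4), and every tumor lay below every WT library. The log2 fold change was −2.66 (standard error 0.62, adjusted p = 0.0048, edgeR). Leaving out any 1 of these 7 libraries kept the call. Against *Wwox* KO MECs the log2 fold change was −2.14 (standard error 0.61, adjusted p = 0.013). That difference no longer passed without *Wwox* KO MECs 2 (adjusted p = 0.0534) or 3 (adjusted p = 0.0511), which left library 1 of that group, itself low in *Trp53*, with 1 other library.

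**Figure D2:**
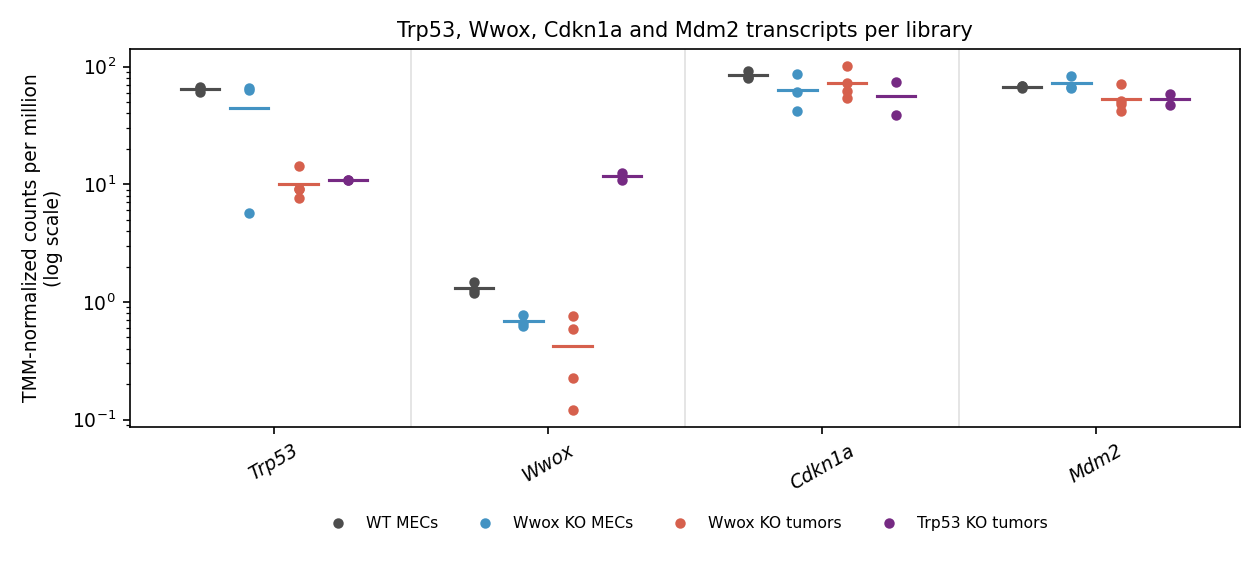
CPM of *Trp53*, *Wwox*, *Cdkn1a* and *Mdm2* (log scale) in each library of WT MECs (n = 3), *Wwox* KO MECs (n = 3), *Wwox* KO tumors (n = 4) and *Trp53* KO tumors (n = 2), with a bar at each group's mean. *Trp53* was at 7.59 to 14.3 CPM in the 4 *Wwox* KO tumors and at 60.8 to 67.6 in WT MECs.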

Interestingly, our RNA sequencing analysis revealed a significant downregulation of *Trp53* levels (*P*-value = 0.0176) (Fig. 1e). To confirm this observation, an RT-PCR analysis was performed on additional mammary tumors obtained from *Wwox*^*ΔMMTV*^ mice, showing that *Trp53* levels were indeed downregulated in all tumors as compared to normal MECs or to archived tumors from *Wwox* wild-type or heterozygous mice^25^ (Supplementary Fig. S1e). Additionally, Global Gene Set Enrichment Analysis (GSEA) showed that the p53 pathway is suppressed in the *Wwox*^*ΔMMTV*^ tumors when compared to the normal samples (the genes that are upregulated when p53 is knocked-down are upregulated in the *Wwox*^*ΔMMTV*^ tumors, and the genes that are downregulated when p53 is knocked-down are downregulated in the tumors) (Supplementary Fig. S1f). 

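Targets of p53 went both ways in *Wwox* KO tumors over WT MECs. *Btg2*, an antiproliferative gene that p53 induces and that also belongs to the immediate early list, fell by a log2 of 3.34 (standard error 0.28, adjusted p = 1.2e-05, edgeR). The epoxide hydrolase gene *Ephx1* (−2.99, standard error 0.30, adjusted p = 3.5e-05) fell too, as did *Ddb2*, *Gdf15*, *Rrm2b*, *Trp53inp1* and *Sesn1*. The kinase gene *Dyrk3* (3.71, standard error 0.31, adjusted p = 1.35e-05), the desmosomal gene *Perp* (3.72, standard error 0.51, adjusted p = 0.00022) and *Phlda3* (3.22, standard error 0.47, adjusted p = 0.00032) rose. *Cdkn1a*, which encodes the cell cycle inhibitor p21, was at 72.3 ± 20.1 CPM (SD, n = 4) in the tumors and 84.5 ± 6.41 (SD, n = 3) in WT MECs and did not pass (log2 fold change −0.20, standard error 0.27, adjusted p = 0.537). *Mdm2*, which encodes the ubiquitin ligase of p53, did not pass either (−0.33, standard error 0.19, adjusted p = 0.168). It was called lower without *Wwox* KO tumor 1 (adjusted p = 0.017) and with library size only (adjusted p = 0.0189).

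Of 51 p53 targets tested, 16 were lower, 12 higher and 23 not passing (the same counts adjusted over the list alone), with a median log2 fold change of −0.17. The list did not shift relative to other genes in camera (adjusted p = 0.832, and adjusted p = 0.891 with an estimated correlation). Fry's test for one direction gave an adjusted p = 0.0766 and its test for either direction an adjusted p = 2.28e-10. The latter shows nothing particular to this list, since 57.06% of all genes tested were called. This list of targets was written from general knowledge and was not taken from the gene sets of the paper's Supplementary Fig. S1f.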

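*Trp53* was at 5.65 CPM in *Wwox* KO MECs 1 and at 65.3 and 63.3 CPM in the other two libraries of pre-tumor *Wwox* KO MECs. The value in library 1 lay below those of the 4 *Wwox* KO tumors, whereas the other two lay within the range of WT MECs. As a group of 3 the *Wwox* KO MECs did not differ from WT MECs in *Trp53* (log2 fold change −0.53, standard error 0.65, adjusted p = 1, edgeR), and a single library cannot be tested by itself. In the same library, *Cdkn2a*, which encodes p16 and the p53 regulator p19ARF and was chosen after its values were seen, was at 10.3 CPM, against 1.45 to 2.50 in the other 5 MEC libraries. *Cdkn1a* was at 60.8 CPM there, and at 41.6 and 86.0 in the other two. Median expression of the genes around *Trp53* on chromosome 11 was 0.015 (log2, relative to the median of the 6 MEC libraries) in this library. From the low *Trp53* of this library, the paper proposes that p53 goes down before tumors form.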

Intriguingly, in one of three normal MECs isolated from *Wwox*^*ΔMMTV*^ mice, there was a significant decrease in *Trp53* gene expression (Supplementary Fig. S1g), suggesting that p53 downregulation might take place already at an early stage prior to mammary tumor development. To confirm impairment of p53 function, we measured levels of its target gene, *Cdkn1a*, and found a significant downregulation in the majority of *Wwox*^*ΔMMTV*^ tumors (Supplementary Fig. S1h) (*P*-value < 0.0001). These results imply that somatic loss of WWOX in mammary epithelium results in a reduced p53 activity to drive BLBC development.

### *Wwox*^*ΔMMTV*^ and *Trp53*^*ΔMMTV*^ tumors share similar patterns of gene expression and genomic instability

The previous observations prompted us to determine whether inactivation of *Wwox* resembles the effect of *Trp53* inactivation in mammary gland epithelium. We therefore generated *Trp53* mammary conditional knockout mice on B6/129 mixed background (named *Trp53*^*ΔMMTV*^) and examined mammary tumor formation. 

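In tumors of these *Trp53*-deleted mice (*Trp53* KO tumors), *Trp53* itself was at 10.9 and 10.8 CPM in the 2 libraries, a log2 fold change of −2.57 over WT MECs (standard error 0.71, adjusted p = 0.012, edgeR). It no longer passed without *Trp53* KO tumor 1 (adjusted p = 0.077) or 2 (adjusted p = 0.0807). Counts were summed over the whole gene, so transcripts that lack the deleted exons count as *Trp53*.

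The 2 *Trp53* KO tumors were sequenced with 25017376 and 26941731 counts and processed as the other libraries. They were fitted together with the 10 C3H libraries and with 4 tumors of mice lacking both genes (DKO tumors), 16 libraries in all, of which 19871 genes were tested. The *Trp53* KO mice were on a B6/129 background and the WT MECs from C3H mice, so strain cannot be separated from genotype in these comparisons. Of the 2 strain markers examined, the pseudogene *H2-Ea-ps* was at 0.0845 and 0.432 CPM in the *Trp53* KO tumors and 6.16 to 349.7 in the C3H libraries (log2 fold change −9.52 over WT MECs, standard error 1.74, adjusted p = 0.0011). The mitochondrial transhydrogenase gene *Nnt* was higher by a log2 of 0.99 (standard error 0.18), and by 0.94 in the *Wwox* KO tumors, which share the strain of WT MECs. Both markers were called in *Trp53* KO tumors, 1 higher and 1 lower, also when adjusted over the list alone. In *Wwox* KO tumors 1 of the 2, *Nnt*, was higher and none lower, also when adjusted over the list alone.

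Against WT MECs, 7817 genes were called in *Trp53* KO tumors, 4076 higher and 3741 lower. The count was 4842 without *Trp53* KO tumor 1 and 4785 without tumor 2, in fits where the remaining library was assumed to vary like the other groups. Libraries of both groups did not overlap for 71.89% of genes, where chance gives 20%. In simulated data of these sizes, with 200 genes changed, 18.6% of genes changed 4-fold were recovered. Far more genes were called in the real comparison, so this share may be too low for it. With library size only, 3116 were higher and 4390 lower, and the median log2 fold change of all genes was −0.144, against 0.074 with TMM.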

While *Wwox*^*ΔMGE*^ mice did not develop tumors, we found that *Trp53*^*ΔMMTV*^ mice developed mammary tumors with latency of 262.5 days (*P*-value = 0.007) and 45% penetrance. Histological and pathological characterization of *Trp53*^*ΔMMTV*^ mammary tumors revealed an invasive ductal carcinoma - Grade III that displays ER/PR negative expression and CK14 positive expression (Supplementary Fig. S2a). These results suggest that deregulation of WWOX and p53 share similar functions in driving BLBC mammary tumor development. Indeed, when comparing *Trp53*^*ΔMMTV*^ tumors to *Wwox*^*ΔMMTV*^ tumors, the two tumor groups shared similar upregulation of the basal markers (Supplementary Fig. S2a and Fig. 2a) and enhanced expression of EMT markers (Fig. S2b). 

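The caveolin genes rose in *Trp53* KO tumors over WT MECs as in *Wwox* KO tumors. *Cav2* was at 3779 and 1432 CPM in the 2 *Trp53* KO tumors (log2 fold change 6.99, standard error 1.25, adjusted p = 0.000974, edgeR) and *Cav1* at 2342 and 3002 (4.62, standard error 1.12, adjusted p = 0.0061). The other 6 basal markers did not pass. For *Krt14* the adjusted p was 0.513 (standard error 1.31 on the log2 scale). The log2 fold changes were −0.81 (adjusted p = 0.716) for *Krt17*, 2.68 (adjusted p = 0.307) for *Krt6a*, 0.39 (adjusted p = 0.752) for *Cryab* and −0.81 (adjusted p = 0.704) for *Cdh3*. *Krt6b* was at 4.98 and 0 CPM (4.50, standard error 1.93, adjusted p = 0.0788) and passed in DESeq2 (adjusted p = 0.0431) and without *Trp53* KO tumor 2 (adjusted p = 0.0433). Thus 2 of 8 basal markers were higher and none lower (2 adjusted over the list alone). Both lie on chromosome 6 near *Met*, in a block of genes that was raised in these tumors as well. *Met* itself was at 10300 and 3075 CPM, against 19.52 to 36.33 in WT MECs. No basal marker outside that block passed in the main fit. The progesterone receptor gene *Pgr* was lower (−6.19, standard error 1.89, adjusted p = 0.0197), though not without *Trp53* KO tumor 2 (adjusted p = 0.122), and *Esr1* did not pass (−1.47, standard error 0.66, adjusted p = 0.0933) except in DESeq2 (adjusted p = 0.0361) and with only the 2 groups (adjusted p = 0.00717).

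Of the 11 EMT markers, 5 were higher, none lower and 6 not passing (6 higher adjusted over the list alone, which is not independent evidence). *Mmp13* (log2 fold change 12.34, standard error 2.15, adjusted p = 0.000805) and *Fn1* (4.01, standard error 1.04, adjusted p = 0.00878) were called whichever library of the 2 groups was left out. Without *Trp53* KO tumor 2, *Mmp9* (7.58, standard error 2.00, adjusted p = 0.00933), *Snai1* (2.82, standard error 0.72, adjusted p = 0.00787) and *Twist1* (3.83, standard error 1.11, adjusted p = 0.0152) no longer passed, at adjusted p = 0.284, 0.0557 and 0.0604. *Twist1* was also lost without WT MECs 2 (adjusted p = 0.0573) or WT MECs 3 (adjusted p = 0.0507). *Axl*, *Vim* and *Lama5* passed with only the 2 groups (adjusted p = 0.0195, 0.0243 and 0.00531), and *Axl* and *Vim* also without DKO tumor 4 (adjusted p = 0.0387 and 0.0487). *Cldn4* was at 150.5 and 3.65 CPM and *Cdh1* at 359 and 29.3 in *Trp53* KO tumors 1 and 2, and 3 of 26 epithelial junction genes were called higher (1 adjusted over the list alone).

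Directly compared, 36 genes differed between *Trp53* and *Wwox* KO tumors, 17 higher and 19 lower in *Trp53* KO tumors. The count was 14 without *Trp53* KO tumor 2, 21 and 22 without *Wwox* KO tumors 2 and 3, and 93 without DKO tumor 4 (62 higher and 31 lower). It was 15 in a fit of only the 2 groups and 114 with the replicate block. None of the basal or EMT markers was among them in edgeR, where the direct test of *Krt17* gave a log2 difference of −4.11 (standard error 1.88, adjusted p = 0.47) and that of *Cdh3* −3.89 (standard error 1.75, adjusted p = 0.468). Over all genes, 2073 had an unadjusted p under 0.05, and DESeq2 called 295 genes. Groups did not overlap for 16.88% of genes, where chance gives 13.33%, and 22.3% of genes changed 4-fold in simulated data were recovered. The neural and stem cell transcription factor gene *Sox2* was at 12.8 ± 8.60 CPM (SD, n = 2) in *Trp53* KO tumors and 0.0646 ± 0.0268 (SD, n = 4) in *Wwox* KO tumors (adjusted p = 0.00247).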

Interestingly, *Trp53*^*ΔMMTV*^ tumors showed no or very low levels of WWOX protein as assessed by immunohistochemistry (Supplementary Fig. S2a). In contrast, *Wwox* RNA levels in these tumors were markedly upregulated as revealed by RNA sequencing and qRT-PCR analyses (Fig. 2a and data not shown), possibly suggesting a compensatory effect. These data suggest that mutual inactivation of both p53 and WWOX takes place during mammary tumor formation.

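*Wwox* was at 12.5 and 11.0 CPM in the 2 *Trp53* KO tumors. The mean of 11.8 ± 1.12 (SD, n = 2) was above every other library, among which WT MECs 1 was the highest. The log2 fold change over WT MECs was 3.17 (standard error 0.62, adjusted p = 0.00174, edgeR), and leaving out any 1 library of the 2 groups kept the call. Over *Wwox* KO tumors it was 4.75 (standard error 0.60, adjusted p = 0.00247). This difference was not called in a fit of only the 2 groups (adjusted p = 0.167). Both tumors come from a strain other than that of the WT MECs, and MECs of that strain were not analysed here. The paper found little or no WWOX protein in these tumors by staining, and higher *Wwox* RNA by sequencing and PCR. From this contrast it proposes a possible compensatory effect.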

**Fig. 2:**
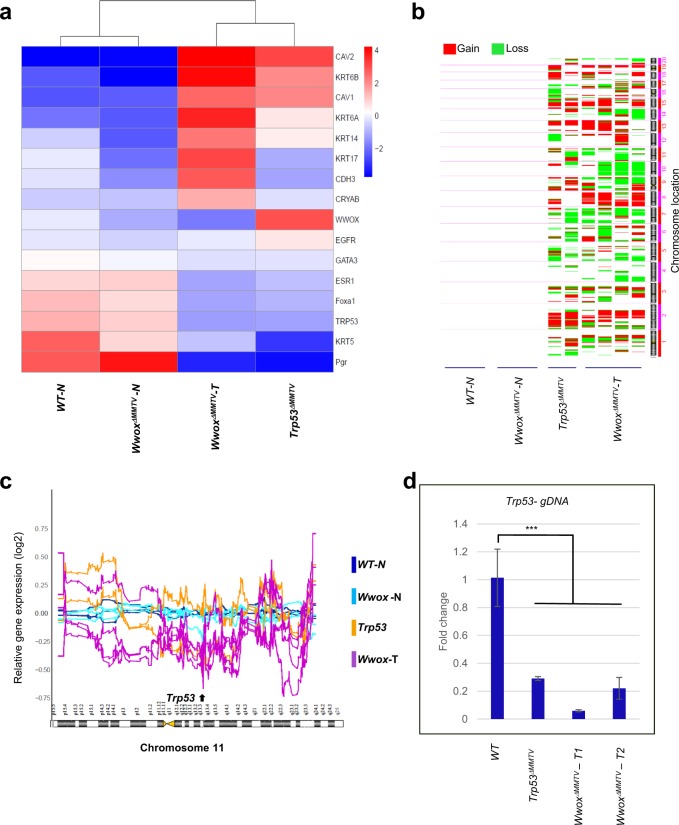
*Wwox*^*ΔMMTV*^ and *Trp53*^*ΔMMTV*^ tumors share common pattern of gene expression and genomic instability. **a** Top: unsupervised hierarchical clustering of normal mammary tissues from WT mice (*n* = 3), normal mammary tissues from *Wwox*^*ΔMMTV*^ mice (*n* = 3), mammary tumors from *Wwox*^*ΔMMTV*^ mice (*n* = 4) and mammary tumors from *Trp53*^*ΔMMTV*^ mice (*n* = 2), based on the expression of selected basal markers in each group. Bottom: a corresponding heatmap, showing the average expression levels of these genes in each group. Top: unsupervised hierarchical clustering of three normal mammary tissues and four *Wwox*^*ΔMMT****V***^ tumors, based on the expression of selected basal markers in each group. Bottom: a corresponding heatmap, showing the expression levels of these genes. **b** Expression-based karyotyping of the same samples shown in **a**. Copy number gains are shown in red; copy number losses are shown in green. **c** Gene expression moving average plots along *Trp53* locus in chromosome 11 of normal mammary tissues from WT mice (*n* = 3), normal mammary tissues from *Wwox*^*ΔMMTV*^ mice (*n* = 3), mammary tumors from *Wwox*^*ΔMMTV*^ mice (*n* = 4) and mammary tumors from *Trp53*^*ΔMMTV*^ mice (*n* = 2). These expression patterns suggest that three out of four *Wwox*^*ΔMMTV*^ mice have lost a copy of chromosome 11, which includes the *Trp53* gene. **d** Quantitative PCR performed on genomic DNA of WT tissue, one *Trp53*^*ΔMMTV*^ tumor and two *Wwox*^*ΔMMTV*^ tumors, for normalization primers specific for *Trim2* (didn’t not affect by *Wwox* loss) were used. Error bars represent standard deviation

To further characterize these tumors, we used their gene expression profiles to classify them according to the PAM50 breast cancer intrinsic subtypes^46,55^. 

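Subtype genes of the PAM50 panel were compared with WT MECs in both tumor models. In the 4 *Wwox* KO tumors, *Foxc1*, a transcription factor of basal-like cancers, rose by a log2 of 3.13 (standard error 0.46, adjusted p = 0.000345, edgeR). The Wnt antagonist gene *Sfrp1* rose by 2.74 (standard error 0.77, adjusted p = 0.0124), whereas *Actr3b*, of the actin nucleation complex, fell by 2.56 (standard error 0.33, adjusted p = 0.000153). Of 10 basal genes, 5 were higher, 2 lower and 3 not passing (the same counts adjusted over the list alone). Of 22 proliferation genes, 20 were higher, 1 lower and 1 not passing (21 higher and 1 lower adjusted over the list alone). They included the survivin gene *Birc5* (2.43, standard error 0.26, adjusted p = 4.94e-05) and passed camera's test (adjusted p = 2.51e-07, and adjusted p = 0.453 with an estimated correlation). Of 14 luminal genes, 5 were lower, 3 higher and 6 not passing (the same counts adjusted over the list alone). Of 4 HER2 genes, 3 were higher and 1 lower (the same adjusted over the list alone), with the receptor gene *Erbb2* higher by a log2 of 2.60 (standard error 0.37, adjusted p = 0.000269) and its neighbor *Grb7* by 3.00 (standard error 0.42, adjusted p = 0.000246).

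In the 2 *Trp53* KO tumors, *Foxc1* was the only called one of the 10 basal genes (2.89, standard error 0.67, adjusted p = 0.00483; 1 higher adjusted over the list alone). Of 22 proliferation genes 19 were higher and 1 lower (20 and 1 adjusted over the list alone), with the kinetochore gene *Nuf2* higher by 2.72 (standard error 0.31, adjusted p = 6.36e-05). Of 14 luminal genes 3 were higher and 2 lower, and of 4 HER2 genes 1, *Erbb2*, was higher (2.10, standard error 0.63, adjusted p = 0.0181), with the same counts adjusted over the lists alone. None of these 50 genes was called between the 2 models in edgeR. The centroids of the classifier were not analysed here, so no library was assigned to a subtype.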

Four out of four WWOX-KO tumors and one out of two p53-KO tumors best matched the basal subtype (Supplementary Table 7). The other p53-KO tumor displayed a mix of basal-like and LumB expression signatures, consistent with previously published analyses of p53 mouse models^46,55^. These findings further confirm that WWOX loss is associated with BLBC formation.

We further examined whether the global gene expression profile of our *Wwox*^*ΔMMTV*^ model is similar to those of previously published mammary-specific p53 knockout models. Indeed, the *Wwox*^*ΔMMTV*^ model clustered together with the *Trp53* KO models from a previous study (GSE23938)^42^ (Supplementary Fig. S2c).

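In e-karyotyping, copy number is read from expression, on the premise that the genes of a gained or lost stretch of a chromosome move together. The authors took log2 normalized counts, left out genes under 1 in all samples, floored values at 1, subtracted the median of the normal samples and segmented the result by piecewise constant fits in CGH-Explorer. These steps were followed here, with a segmentation written after the published settings in place of CGH-Explorer, for 12 libraries, the 6 of MECs, the 4 *Wwox* KO tumors and the 2 *Trp53* KO tumors. Over 25577 expressed genes, the median of the 6 MEC libraries was subtracted, extreme values were winsorized at a quantile of 0.001, and piecewise constant segments of at least 30 genes were fitted to each chromosome with a penalty of 12 times the noise variance. A segment counted as altered where its mean lay at least 0.25 from 0 on the log2 scale. Simulated data with known segments were made from MEC values in shuffled gene order, and so without neighbors that move together. With log2 shifts of 0.5 or 1.0 in either direction, at least 98.2% of altered genes were recovered and at most 1.82% of the others were called. Shifts near the cut of 0.25 were not simulated. A shift of expression over a segment is not a measurement of DNA, and neighboring genes of one tissue can also move together.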

To better characterize our mammary tumor models, we performed expression based-karyotyping analysis (e-karyotyping)^40,41^ to explore the chromosomal landscapes of the tumors (Fig. 2b). Expression-based analysis of copy-number changes in both *Wwox*^*ΔMMTV*^ *Trp53*^*ΔMMTV*^ models showed that all tumors exhibit high prevalence of copy-number alterations (Fig. 2b). 

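All 6 tumors had more of their expressed genes in shifted segments than all 6 MEC libraries. The share was 56.71%, 54.22%, 58.91% and 57.16% in *Wwox* KO tumors 1 to 4, and 50.68% and 55.98% in *Trp53* KO tumors 1 and 2. It was 2.35% to 6.71% in the MEC libraries, of which *Wwox* KO MECs, at 3.54%, 6.71% and 3.37%, lay within or close to the range of WT MECs. The means were 55.61% ± 2.86 (SD, n = 6) in tumors and 4.37% ± 1.85 (SD, n = 6) in MECs, a difference with p = 0.00216 in a two-sided exact permutation test of 924 permutations, the smallest p that this design allows. The MECs were part of their own reference. With each MEC library set against the other 5, their mean was 5.77% ± 1.58 (SD, n = 6), with the same p in that test. Breaks between segments were as many in MECs (162 to 197 per library) as in tumors (159 to 183). The share thus reflects the size of the shifts, not the number of segments. The share depends on the cut: the tumors had a mean of 72.41% ± 3.64 (SD, n = 6) when a segment mean of 0.15 from 0 was enough and of 26.18% ± 2.11 (SD, n = 6) when 0.5 was needed, against 13.29% ± 2.47 and 0.14% ± 0.19 in MECs (SD, n = 6). In the tumors 41.51% to 45.53% of genes lay in segments of lower expression and 9.17% to 15.12% in segments of higher expression. When only the 14036 genes with a mean log2 of at least 5 were used, a setting chosen after the values were seen, the share in the tumors was 56.48% ± 6.98 (SD, n = 6), with 24.11% to 33.98% lower and 24.29% to 37.4% higher, so the excess of lower segments depends on genes of low expression. On chromosome 11, the segment that held *Trp53* had a mean of −0.389, −0.201, −0.274 and −0.228 in *Wwox* KO tumors 1 to 4, and of −0.02 and −0.444 in *Trp53* KO tumors 1 and 2. With at least 100 genes per segment these means were −0.815, −0.678, −0.434 and −0.965, and −0.179 and −0.53, so both their size and the order of the tumors depend on this setting. In the MEC libraries that segment then lay at −0.296 to 0.108.

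**Figure D3:**
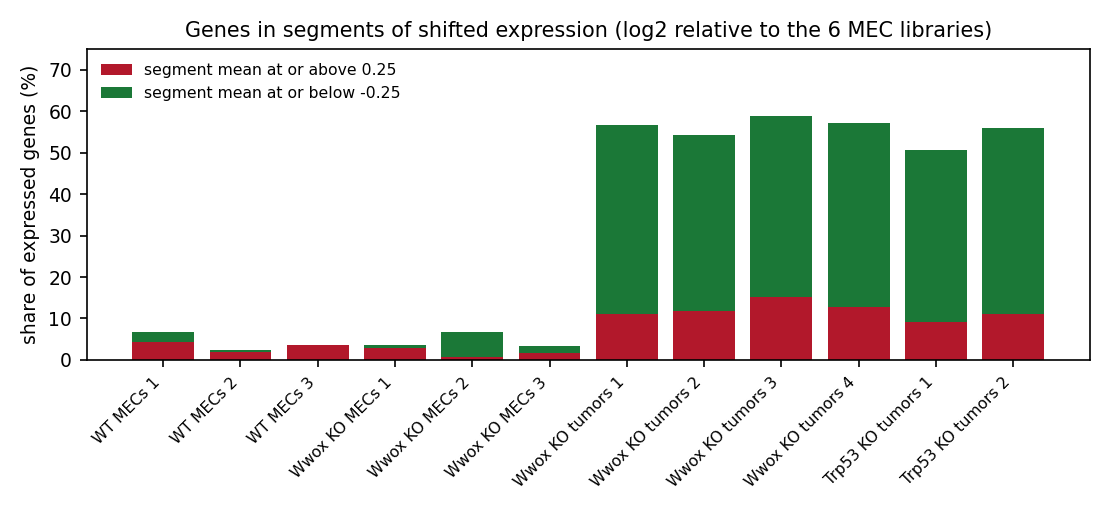
Share of 25577 expressed genes (%) in segments with a mean log2 expression at least 0.25 above or below the median of the 6 MEC libraries, for each MEC library and tumor. The tumors lie between 50.68% and 58.91% and the MEC libraries between 2.35% and 6.71%.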

Consistent with chromosomal aberrations and genomic instability, we observed high levels of γH2AX staining, a surrogate marker of DNA double strand breaks and repair signaling, in tumors of both groups (Supplementary Fig. S2d). 

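*Mmp10* was higher and the B cell gene *Pax5* lower in *Trp53* KO tumors over WT MECs (log2 fold changes 10.20, standard error 2.29, adjusted p = 0.00387, and −11.77, standard error 1.40, adjusted p = 7.97e-05, edgeR), as in *Wwox* KO tumors. *Hmga2*, which encodes a chromatin protein of embryonic tissue, rose in the *Trp53* KO tumors from 0.734 ± 0.203 CPM (SD, n = 3) to 301 ± 26.4 (SD, n = 2). In *Wwox* KO tumors *Hmga2* was at 73.8 CPM or more, where the highest MEC library had 1.37. Of genes called in either comparison, 3333 were higher in both models, where 939.5 would be shared by independent sets of this size, and 3125 were lower in both, where 830.6 would be. Only 6 went in opposite directions. Across 19871 genes, which are not independent replicates, the log2 fold changes of the 2 models had a correlation of 0.853 and a covariance of 4.27, and 87% had the same sign.

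Both comparisons share the WT MECs, which by itself makes them similar. In simulations with no group different, the correlation was 0.467 (highest 0.484), the covariance 0.244 and 65.7% of genes had the same sign. The covariance thus exceeded its simulated value by 4.026. These simulations account only for the noise of the shared control. They hold no difference between tumors and MECs, such as the lower *Pax5*. The excess, like the counts of shared genes, therefore cannot tell a likeness of the models from a general contrast of tumors with MECs. With *Wwox* KO MECs as control of one comparison and WT MECs of the other, the correlation was 0.831 and 0.839. It was 0.739 without *Trp53* KO tumor 1.

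Clustering of the 12 libraries on 28473 genes (Euclidean distance, complete linkage) put tumors and MECs apart, also with average linkage and with 1 minus the Pearson correlation. For 3 of 6 tumors the nearest tumor was one of the other model (2 of 6 with 1 minus the Pearson correlation). The mean distance was 225.1 between tumors of different models, 213.0 within *Wwox* KO tumors, 209.8 between the *Trp53* KO tumors and 333.2 between tumors and MECs. At 4 clusters both *Trp53* KO tumors lay with *Wwox* KO tumor 4, *Wwox* KO tumors 1 and 2 lay together and tumor 3 was alone, whereas with average linkage *Trp53* KO tumor 1 lay with *Wwox* KO tumors 1, 2 and 4, and *Trp53* KO tumor 2 and *Wwox* KO tumor 3 were each alone. From the similar expression and karyotypes, together with histology, the paper concludes that the 2 models give very similar tumors.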

Altogether, *Wwox*^*ΔMMTV*^ and *Trp53*^*ΔMMTV*^ mice developed mammary tumors with very similar histologies, gene expression profiles, and genome instability patterns.

### *Wwox*^*ΔMMTV*^ tumors are p53 deficient

The similar molecular features of the two models and the reduction of *Trp*53 mRNA levels in *Wwox*^*ΔMMTV*^ tumors suggest that changes in p53 levels may occur due to DNA gene deletion or due to transcriptional attenuation. While all *Wwox*^*ΔMMTV*^ tumors have significantly decreased *Trp53* gene expression, our expression-based copy-number analysis suggested that three of the four *Wwox*^*ΔMMTV*^ tumors analyzed presented a large-scale copy-number loss in a region that includes the *Trp53* gene, which may explain its reduced expression and the overall similarity between the two models (Fig. 2c). 

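Within 10 Mb of *Trp53*, the median of genes was lower in 3 of the 4 *Wwox* KO tumors than in every MEC library. The median log2 expression of 453 expressed genes within 10 Mb on each side of *Trp53*, relative to the MEC libraries, was −0.303, −0.177, −0.241 and 0 in tumors 1 to 4, and −0.007 to 0.015 in the 6 MEC libraries. The tumors averaged −0.18 ± 0.131 (SD, n = 4), and their difference of −0.181 from the MECs had p = 0.0286 in a two-sided exact permutation test of 210 permutations. With windows of 5 or 20 Mb, all 4 tumors lay below every MEC library, though tumor 4 and the lowest MEC library were both −0.015 after rounding at 5 Mb and stood at −0.069 and 0 at 20 Mb. The *Trp53* KO tumors had medians of 0 and −0.247, which became 0.3 and −0.252 with genes at a mean log2 of at least 5, 0 and −0.143 with the 3 WT MECs as reference, and −0.012 and −0.373 without a floor. Over all of chromosome 11 the medians of *Wwox* KO tumors 1 to 4 were −0.025, 0, −0.187 and −0.088. Over chromosome 7 they were −0.416, −0.177, −0.162 and −0.341, and over chromosome 10 they were 0, −0.241, −0.298 and −0.308. Medians this low were thus not particular to the region around *Trp53*.

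*Trp53* itself stood at −2.83, −3.14, −2.22 and −2.87 in *Wwox* KO tumors 1 to 4 on the same scale, including tumor 4, whose median within 10 Mb was 0. The segment of tumor 4 that held *Trp53* was nonetheless lower, with a mean of −0.228 over 877 genes, and of −0.965 over 114 genes with at least 100 genes per segment, so whether the neighbors in tumor 4 were lower depends on the genes taken. Of the 5 neighbors whose genomic DNA the paper measured by PCR, *Shbg*, which encodes a hormone-binding globulin, was lower in *Wwox* KO tumors over WT MECs (log2 fold change −2.02, standard error 0.42, adjusted p = 0.00268, edgeR). *Atp1b2* (−1.08, standard error 0.47, adjusted p = 0.0722), *Sat2* (−0.51, adjusted p = 0.107), *Wrap53* (−0.37, standard error 0.22, adjusted p = 0.174) and *Fxr2* (−0.11, standard error 0.13, adjusted p = 0.507) did not pass, which gives 1 lower, none higher and 4 not passing (1 lower adjusted over the list alone, which is not independent evidence). *Atp1b2* passed as lower in DESeq2 (adjusted p = 0.0431), in limma (adjusted p = 0.0322), with all 6 MEC libraries as control (adjusted p = 0.0218) and without *Wwox* KO tumor 3 (adjusted p = 0.00155), and *Sat2* with all 6 MEC libraries as control (adjusted p = 0.013). With library size only, all 5 passed as lower, with adjusted p = 0.0414, 0.0346, 0.0408 and 0.047 for *Atp1b2*, *Sat2*, *Wrap53* and *Fxr2*. Against *Wwox* KO MECs, *Shbg* (−2.64, adjusted p = 0.000495), *Sat2* (−0.95, adjusted p = 0.00833) and *Atp1b2* (−1.25, adjusted p = 0.0405) were lower, *Sat2* by less than 2-fold. *Atp1b2* was lost there with only the 2 groups (adjusted p = 0.0703), with the replicate block (adjusted p = 0.0518), over all 16 libraries (adjusted p = 0.244) and without any one of 5 libraries (adjusted p = 0.0657 to 0.141). *Wrap53* did not pass (−0.46, adjusted p = 0.0933), but did in DESeq2 (adjusted p = 0.0354), with library size only (adjusted p = 0.0266) and without *Wwox* KO tumor 3 (adjusted p = 0.0495). From the lower expression of the region, the paper proposes that loss of DNA copies may explain the low *Trp53*. Its PCR on genomic DNA found less DNA of *Trp53* and of genes beside it in *Wwox* KO tumors. From that PCR it concludes that the low *Trp53* came from loss of DNA.

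**Figure D4:**
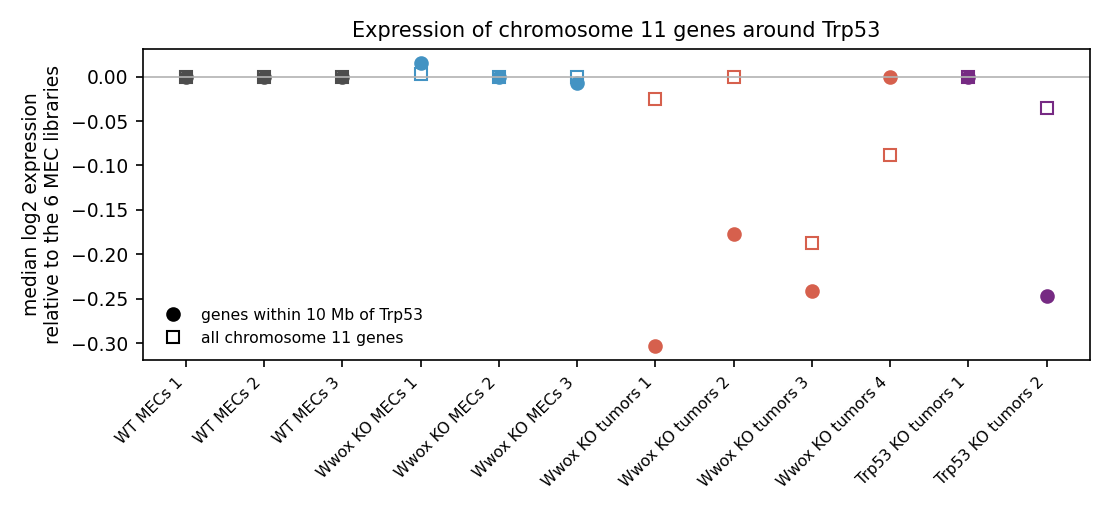
Median log2 expression, relative to the median of the 6 MEC libraries, of genes within 10 Mb of *Trp53* (filled circles) and of all genes on chromosome 11 (open squares) in each of 12 libraries. *Wwox* KO tumors 1, 2 and 3 stand at −0.303, −0.177 and −0.241 around *Trp53*, tumor 4 at 0, and the MEC libraries between −0.007 and 0.015.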

We therefore directly addressed this question, by performing quantitative real-time PCR on genomic DNA extracted from the *Wwox*^*ΔMMTV*^ and the *Trp53*^*ΔMMTV*^ tumors. DNA isolated from wild-type and normal *Wwox*^*ΔMMTV*^ MECs was used as a control. As expected, *Trp53*^*ΔMMTV*^ samples had a deletion in exons 2–10 of the *Trp53* gene, which were originally targeted by the loxP sites. In line with the e-karyotype analysis, we also noticed a significant decrease in *Trp53* genomic DNA levels in *Wwox*^*ΔMMTV*^ tumors, indicating that the reduction of *Trp53* expression was indeed due to its genomic loss (Fig. 2d) *P*-value < 0.005). We also examined the DNA status of genes located upstream and downstream of *Trp53* region, and found reduced genomic levels of *Wrap53* (*P*-value < 0.001) (upstream), as well as of *Atp1b2* (*P*-value < 0.001 for T2 and T3)*, Shbg* (*P*-value < 0.001)*, Sat2* (*P*-value < 0.001) and *Fxr2* (*P*-value < 0.001) genes (downstream) in the *Wwox*^*ΔMMTV*^ tumors, further suggesting that loss of *Wwox* resulted in genetic loss of the *p53* locus (Supplementary Fig. S2e–g). Consistent with this later observation, p53 expression level in *Wwox*^*ΔMMTV*^ model was as low as in the *Trp53*^*ΔMMTV*^ model (Fig. 2a).

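*Trp53* RNA was at the same low level in both models within the error of the comparison. The mean of the 2 *Trp53* KO tumors, 10.87 ± 0.04 CPM (SD, n = 2), lay inside the range of the 4 *Wwox* KO tumors. The log2 difference, *Trp53* KO minus *Wwox* KO tumors, was 0.10 (standard error 0.61, adjusted p = 0.974, edgeR), and its sign turned to −0.02 without *Wwox* KO tumor 2. In the 4 DKO tumors *Trp53* was at 9.11, 13.6, 9.42 and 12.6 CPM.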

### WWOX knockout in MCF7 cells using CRISPR

To further determine the impact of *WWOX* deletion, we used CRISPR technology to knockout WWOX in a WWOX-positive breast cancer cell line. Since TNBC cell lines express very low levels of WWOX^56^, we knocked-out WWOX in MCF7, an ER+ cell line that expresses high levels of WWOX and harbors wild-type p53^56,57^. Complete WWOX knockout was confirmed in several clones of WWOX-KO MCF7 cells by immunoblot analysis (Fig. 3a). Consistent with previously published data on WWOX knockdown and reduced hormone receptor levels^25^, WWOX-KO MCF7 cells displayed reduced ER and PR transcript levels (Fig. 3b and c) (*P*-value < 0.05 and < 0.01 respectively). These cells also exhibited a significantly increased survival capability, as assessed by a colony formation assay (Fig. 3d).

**Fig. 3:**
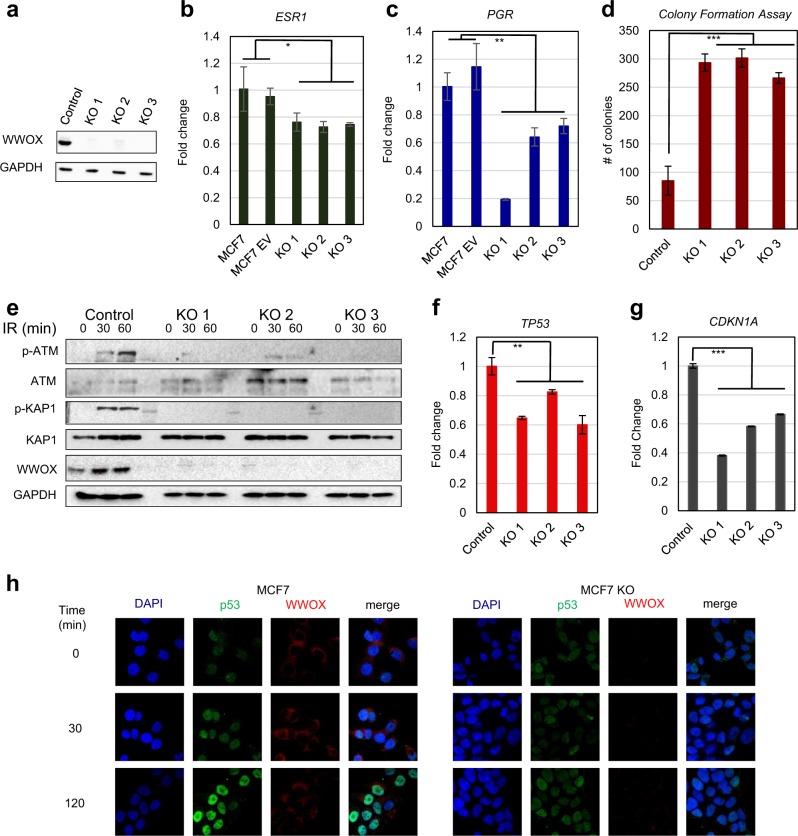
*WWOX* knockout, using CRISPR system, in the human MCF7 breast cancer cell line. **a** Western blot validates *WWOX* knockout (KO) in MCF7 cells compared to control cells; three clones are shown. **b**, **c** Quantitative RT-PCR for estrogen receptor gene (*ESR1*) (**b**) and for progesterone receptor gene (*PGR*) in the three *WWOX* KO clones in **a**. For both **b** and **c**, MCF7 parental cells and cells infected with empty vector were used as a control. **d** Colony formation assay in the three KO clones. **e** Immunoblot analysis for DNA-damage checkpoint proteins after gamma irradiation (10 Gy). **f** qPCR for *TP53* and its targets *CDKN1A* (p21) in the WWOX-KO clones. Error bars represent standard deviation. *P-value < 0.05, **<0.01, ***<0.001. **h** Immunofluorescence for WWOX and p53 before and after gamma irradiation (10 Gy). Magnification bar represents 20 µm

WWOX has been shown to play a direct role in the DNA damage response (DDR)^31^. To determine the consequence of WWOX deletion on DDR signaling, we tested checkpoint protein activation and p53 status in MCF7-KO cells upon ionizing radiation (IR). WWOX knockout clones showed reduced or no phosphorylation of both ATM and its target protein KAP1 upon DNA damage, suggesting an impaired DDR in these clones (Fig. 3e). Moreover, WWOX-deficient MCF7 cells exhibited reduced induction of nuclear p53 and decreased expression of p53 target genes, p21 (Fig. 3f–h) and PUMA (Supplementary Fig. S3a). However this reduction was not due to genomic loss. Importantly, WWOX over-expression, using CRISPR-untargetable WWOX mutant, rescued these phenotypes (Supplementary Fig. S3b-d), confirming that the observed changes were due to on-target perturbation of WWOX. Altogether, WWOX loss is associated with impaired p53 function, enhanced survival and impaired DDR in MCF7 cells.

### Co-occurrence of *WWOX* and *TP53* deletion in breast cancer

*WWOX* and *TP53* are both commonly perturbed in breast cancer. To determine the human relevance of combined alteration of WWOX and p53, we analyzed their mutual perturbation in the METABRIC dataset (www.cbioportal.org;^47,58^ 2509 patients samples). Surprisingly, we found that genetic alterations of *WWOX* were a rare event in this dataset of human patients, despite multiple evidence for WWOX protein expression reduction in clinical samples of breast cancer, and in TNBC in particular^12,13^. Despite their rareness, however, we found a very significant co-occurrence of *WWOX* homozygous deletion and *TP53* homozygous deletion (*p* = 0.0001 in a two-tailed Fisher’s exact test; Fig. 4a). Furthermore, while *TP53* perturbation was associated with poorer survival as expected (Fig. 4b), genetic perturbation of *WWOX* was not associated with poorer survival of TP53-perturbed patients (Fig. 4b). These data therefore support the idea that p53 and WWOX cooperate in human breast cancer tumorigenesis, and that loss of WWOX promotes tumorigenesis through the perturbation of *TP53*.

**Fig. 4:**
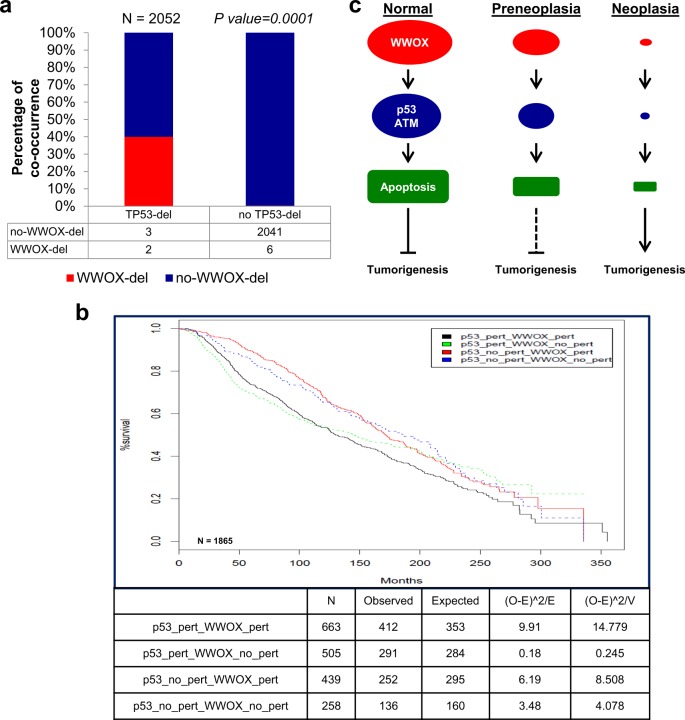
Co-occurrence and combined perturbation in WWOX and p53 predicts worse survival in breast cancer patients. **a** Bar plots present the prevalence of *WWOX* inactivation (homozygous deletion) in human tumors (METABRIC dataset) that have lost *TP53* (homozygous deletion) compared to tumors that have not. *P*-value = 0.0001, two-sided Fisher’s exact test. **b** Kaplan–Meier plots of the survival of breast cancer patients from the METABRIC dataset, based on their TP53-WWOX status: TP53-perturbed/WWOX-WT (green), TP53-WWOX-perturbed (black), TP53-WT/WWOX-WT (blue), TP53-WT/WWOX-perturbed (red). *P*-value = 2*E−4, Chi-square test. Note that while the survival curves are mostly affected by the status of TP53, poorer survival is observed in patients with perturbation of both genes. **c** WWOX loss-induced p53 loss model for TNBC development. In normal cells undergoing stress, WWOX cooperates with p53, and other DDR proteins such as ATM, leading to efficient DDR (apoptosis or DNA repair). Deletions or other alteration in *WWOX* alleles occurs in early preneoplastic lesions, as in DCIS, and leads to impaired DDR resulting in destabilization of the genome, hence leading to compromised function of key tumor suppressor genes, such as p53 and ATM. This would result in further genomic instability, enabling cells to overcome the tumor barrier and embark on cancer evolution.

## Discussion

BLCB is a heterogeneous, highly aggressive and difficult to treat tumor type^59–62^. We found that *WWOX* loss is associated with worse prognosis in BLBC, and that its targeted deletion in murine mammary epithelium leads to mammary tumors resembling BLBC. In a previous study, we noted that WWOX haploinsufficiency in C3H background promotes BLBC^25^. These observations are confirmed in the current study using a new mouse model harboring floxed-*Wwox* alleles. While none of control WT mice on the C3H background developed mammary tumors, somatic loss of *Wwox* alleles in this genetic background promoted BLBC-like tumors (Fig. 1). Although developed in C3H background, these tumors clustered together with tumors from *Trp53*^*ΔMMTV*^ mice (in B6/129 background), suggesting that these tumors are very similar and that a functional crosstalk between WWOX and p53 is critical to antagonize BLBC. Our findings suggest that WWOX deletion by itself might not be enough for BLBC development, and that a second hit facilitated in the C3H background, like perturbations in p53 signaling or locus, is required. Indeed, WWOX inactivation was associated with *Trp53* gene instability and/or impaired DNA-damage checkpoint protein activation. Deletion of *Wwox* or *Trp53* resulted in aggressive BLBC-like tumors. RNA profiling of mammary tumors of the different mouse models revealed similar patterns, though not identical, of differential gene expression, highlighting upregulation of basal-cell markers and EMT genes. Furthermore, co-occurrence of mutations in the *TP53* and *WWOX* tumor suppressor genes is commonly seen in patients. Overall, WWOX functions as a mammary tumor suppressor, likely through mediating genome stability in a p53-dependent mechanism, and its loss of function in mammary epithelium reproduces several important features of BLBCs.

TNBC and BLBC tumors commonly harbor deleted or mutated p53, and mouse modeling of *Trp53* dysregulation is associated with BLBC tumor formation^53,55,60^. The *WWOX* gene has been originally cloned due to its common inactivation in breast cancer^5,6^. Several subsequent studies have shown that WWOX expression is reduced or absent in breast cancer, particularly TNBC and BLBC^9,13,14^, and that its overexpression in breast cancer cells suppresses tumor growth^17^ and enhances apoptosis mediated by activation of the p53 family proteins^26,27,34^. These results suggested that WWOX could act as a tumor suppressor, though its localization within FRA16D questioned this function.

Common fragile sites (CFSs) are regions that appear in vitro as gaps or breaks in metaphase chromosomes of cells exposed to partial inhibition of DNA replication^63^. The significance of CFSs was recently highlighted, as many regions associated with these sites display homozygous and hemizygous deletions in human cancer^64,65^ hence accusing them to be the “weakest link” of the genome and to be responsible for genomic instability^63,66,67^. Furthermore, it was suggested that some of these regions might act as early warning sensors for DNA damage since chromosomal aberrations within CFSs were detected in experimentally-induced skin hyperplasia and in early stages of lung cancer^68,69^. By contrast, emerging evidence has shown that gene products of CFSs, at least some, may play direct roles in the DNA damage response (DDR), hence questioning their exact role in the carcinogenesis process^70–72^. For example, the fragile histidine triad (*FHIT*) gene was recurrently found lost in a plethora of human tumors, including TNBC^13^, and its deregulated expression was associated with unstable genome (reviewed in the ref. ^71^). In addition, recent studies revealed that WWOX levels are induced upon DNA damage and that WWOX interacts with DNA damage checkpoint proteins ATM^31^ and BRCA1^35^ to regulate DNA repair in breast cancer cells. These results argue against a passenger role of WWOX in breast cancer. These recent observations defining WWOX as a direct player in the DDR^30,31,35^ led us to pursue our hypothesis and test whether specific targeted deletion of *Wwox* in murine mammary epithelium results in mammary tumor formation. Our results provide clear evidence that WWOX loss results in spontaneous deregulation of the *Trp53* gene locus, leading to impaired DNA damage response and mammary tumors resembling human BLBC. This is the first *in vivo* evidence linking somatic WWOX deregulation in a mammary cell with spontaneous mammary tumorigenesis.

We show that WWOX inactivation results in destabilization of the genome and p53 loss, although the direct mechanisms of this remains to be determined. It is possible that the p53 genomic region is not directly targeted, but that WWOX loss leads to mild genomic instability, and the cells that lose the *Trp53* locus are strongly selected for. Should this be true, we would expect cells harboring both WWOX and p53 alterations to have a greater advantage in cell growth and transformation and hence greater and accelerated tumor formation. Our findings might suggest that both WWOX and p53 function in the same pathway, and hence their deregulation in cancer is expected to be mutually exclusive. Surprisingly, we found that co-occurrence of altered *WWOX* and *TP53* is common in breast cancer, suggesting that WWOX may have additional functions other than the DDR. In line with this cooperation, combined WWOX and p53 loss has been also shown to be associated with aggressive osteosarcoma formation^73^.

Our findings in vitro also support an important role of WWOX on p53 function. Modeling WWOX knockout in MCF7 cells didn’t affect the genomic locus of *TP53* but rather had a significant transcriptional repression and reduced activity of p53 (Fig. 3f–h). Therefore, WWOX may also act as a positive regulator of p53 transcription, potentially through its ability to bind transcription factors via its WW domains^74^.

Our findings prompt us to propose a model (Fig. 4c) by which WWOX cooperates with p53 under stress conditions, leading to enhanced apoptosis as previously reported^26,75^, and this cooperation is part of the tumorigenesis barrier. During early stages of breast cancer development, WWOX is reduced or lost, as documented in hyperplasia and DCIS lesions^11^, either genetically or as a result of epigenetic silencing. WWOX deregulation leads to impaired DDR, and results in destabilization of the genome, thus leading to compromised function of key tumor suppressor genes, such as p53. This would result in further genomic instability, enabling cells to overcome the tumor barrier and embark on cancer evolution. WWOX could also modulate p53 and other important signaling molecules by affecting their transcription or transactivation function and hence impact the carcinogenesis process. Our model further supports a scenario where CFSs and their gene products might have far reaching roles in driving human malignancies.

### GEO data availability

The RNA sequencing data in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE117387.

## Electronic supplementary material

Supplementary Figures

Supplementary Figure Legends

Supplemental Table 1

Supplemental Table 2-7

# Supplementary material for: Somatic loss of WWOX is associated with TP53 perturbation in basal-like breast cancer
**Source:** Cell Death Dis. 2018 Aug 6;9(8):832. doi: 10.1038/s41419-018-0896-z
**Supplement:** Supplementary file 1 — Supplementary Figures

## Slide 1

# Supplementary figures

## Slide 2

Figure S1
a
c
Normal
WwoxMMTV Tumors
b
Normal
Tumor
Tumor
H&E
WWOX
ER
PR
CK14
d
### Chart: EMT scores
| Category | |
|---|---|
| Wnt_Study1 | 107.98411305675 |
| P53_KO | 107.5306839255 |
| WWOX_KO | 104.71003478725 |
| P53_Study1 | 78.4731199647143 |
| P53_Study2 | 76.19461967057141 |
| Myc_Study2 | 37.92469805024999 |
| Myc_study1 | 25.7380186265 |
| PymT_Study2 | 14.23389201775 |
| PymT_Study1 | -3.1683102355 |
| Her2_Study2 | -25.0850450646 |
| Her2_Study1 | -45.32950364960001 |e
f
### Chart: Trp53
| Category | |
|---|---|
| WT mixed | 1.000019378365441 |
| Normal 1 | 1.033592560343906 |
| C3H WT DMBA | 1.196704579119411 |
| M22 | 0.334280531097227 |
| C3H KO 1 | 0.0191634927402282 |
| C3H KO 2 | 0.0318062958752418 |
| C3H KO 3 | 0.0413110758606799 |
| C3H KO 4 | 0.108862609925121 |
| C3H KO 5 | 0.0762521696677597 |
***
Normal
WwoxMMTV
Tumors
g
h
### Chart: Cdkn1a
| Category | |
|---|---|
| Normal MECs 2 | 1.000000160151011 |
| Normal MECs 2 | 0.637468247558473 |
| C3H WT tumor | 0.731027020578504 |
| C3H +/- tumor
 | 0.359197059674243 |
| T1 | 0.0689097037750127 |
| T2 | 0.0640330119665071 |
| T3 | 0.0242779137648468 |
| T4 | 0.11332905139918 |
| T5 | 0.15828632464558 |***
WwoxMMTV Tumors
Trp53

## Slide 3

Figure S2
a
H&E
WWOX
ER
CK14
PR
Trp53MMTV
c
b
Trp53MMTV
WwoxMMTV-T
WT-N
MMTV Wnt3
MMTV Wnt1
MMTV Wnt2
MMTV Wnt4
Wwox∆MMTV-T3
Wwox∆MMTV-T1
Wwox∆MMTV-T2
Trp53∆MMTV -T1
Wwox∆MMTV-T4
P53-3
P53-4
Trp53∆MMTV -T2
P53-7
P53-1
P53-6
P53-2
P53-5
e
### Chart: Wrap53
| Category | |
|---|---|
| WT | 1.000139917730187 |
| WWOX KO | 0.804542084157524 |
| P53 KO tumor | 0.990339307361665 |
| WWOX KO T1 | 0.487922417500242 |
| WWOX KO T2 | 0.560686640026179 |
| WWOX KO T3 | 0.612076407514301 |***
WT
Trp53MMTV _T
WwoxMMTV T1
WwoxMMTV T2
WwoxMMTV T3
WwoxMMTV –N
d
Normal
WwoxMMTV
Trp53MMTV
f
g
### Chart: Atp1b2
| Category | |
|---|---|
| C3H WT | 1.001768425475317 |
| C3H KO Normal | 1.539027949372948 |
| P53 KO tumor | 0.982783278650547 |
| WWOX KO T1 | 0.921447651087491 |
| WWOX KO T2 | 0.561396189607789 |
| WWOX KO T3 | 0.642217660419028 |N.S
**
WT
Trp53MMTV _T
WwoxMMTV T1
WwoxMMTV T2
WwoxMMTV T3
WwoxMMTV –N
### Chart: Sat2
| Category | |
|---|---|
| WT | 1.000688459895038 |
| WWOX KO | 0.82877651164225 |
| P53 KO tumor | 1.108163665707602 |
| WWOX KO T1 | 0.499932747424351 |
| WWOX KO T2 | 0.628162663984714 |
| WWOX KO T3 | 0.744670274266461 |***
WT
Trp53MMTV _T
WwoxMMTV T1
WwoxMMTV T2
WwoxMMTV T3
WwoxMMTV –N

## Slide 4

Figure S3
a
### Chart: PUMA - RNA -RT PCR
| Category | |
|---|---|
| Control | 1.000139557582129 |
| KO 1 | 0.324464460930075 |
| KO 2 | 0.505345680229861 |
| KO 3 | 0.21961933766909 |b
MCF7-KO
MCF7 –KO +WWOX
MCF7
WWOX
GAPDH
### Chart: Colony formation assay
| Category | |
|---|---|
| MCF7 | 190.6666666666666 |
| MCF7 KO | 295.0 |
| MCF7 KO +WWOX | 182.6666666666666 |**
**
***
c
### Chart: TP53
| Category | |
|---|---|
| Control | 1.000498162135956 |
| KO | 0.748712834846787 |
| KO + WWOX | 1.177434612262816 |***
d
### Chart: PUMA
| Category | |
|---|---|
| Control | 1.000234260160271 |
| KO | 0.516864284491915 |
| KO + WWOX | 2.366715453440531 |***
### Chart: CDKN1A
| Category | |
|---|---|
| Control | 1.00030080017379 |
| KO | 0.511871853416426 |
| KO + WWOX | 2.260428848588834 |***

# Supplementary material for: Somatic loss of WWOX is associated with TP53 perturbation in basal-like breast cancer
**Source:** Cell Death Dis. 2018 Aug 6;9(8):832. doi: 10.1038/s41419-018-0896-z
**Supplement:** Supplementary file 2 — Supplementary Figure Legends

**Supplemental Figure Legends**

**Fig. S1: Molecular characterization of WwoxΔMMTV tumors, related to Fig. 1 and 2.**

a. H&E staining for lung metastasis in *WwoxΔMMTV* mice with mammary tumors. b. Histological characterization of mammary tumors in *WwoxΔMMTV* and normal wild-type (WT) mice, using H&E staining and immunohistochemistry (anti-WWOX, anti-ER, anti-PR and anti-CK14). c.Top: unsupervised hierarchical clustering of three normal mammary tissues and four *WwoxΔMMTV* tumors, based on the expression of selected EMT markers. Bottom: a corresponding heatmap, showing the expression levels of these genes. d. The two models generated in the current study (*WwoxΔMMTV* and *Trp53ΔMMTV*) and nine additional models representing five distinct GEMM types (Wnt, Myc, PyMT, Her2 and P53) are ranked by their EMT scores. Study 1=GSE23938, study 2=GSE25488. Error bars represent standard error of the mean. e. Quantitative RT- PCR for the Trp53 gene in *WwoxΔMMTV* tumors compared to control samples. Error bars represent standard deviation. P-value <0.001. f. GSEA analysis (using both the "Hallmark" and the "Oncogenic" MsigDB gene sets) for *WwoxΔMMTV* in comparison to normal cells. g. IGV software image for the Trp53 gene in the analyzed Wildtype, *WwoxΔMMTV* normal and tumor tissue. h. Quantitative RT-PCR for the p53 target Cdkn1a compared to normal MECs or to archived tumors from p53 wildtype or heterozygous mice. Error bars represent standard deviation. P-value < 0.001.

**Fig. S2: Wwox loss is associated with Trp53 perturbation, related to Figures 1 and 2.**

a. Histological characterization of mammary tumors in Trp53ΔMMTV mice, using H&E staining and immunohistochemistry (anti-WWOX, anti-ER, anti-PR and anti-CK14). Magnification bar represents 20 and 50 µm. b. Top: unsupervised hierarchical clustering of normal mammary tissues from WT mice (n=3), normal mammary tissues from *WwoxΔMMTV* mice (n=3), mammary tumors from *WwoxΔMMTV* mice (n=4) and mammary tumors from *Trp53ΔMMTV* mice (n=2), based on the expression of selected basal markers in each group. Bottom: a corresponding heatmap, showing the average expression levels of these genes in each group. c. An unsupervised hierarchical clustering of mammary tumors, representing the two models generated in the current study (*Trp53ΔMMTV* and *WwoxΔMMTV*) and previously published Trp53-KO models (GSE23938). The Wnt data are taken from the same study. d. γH2Ax staining. Scale bar represents 50 micrometer. e, f and g. DNA-quantitative PCR for genes *upstream* (*Wrap53*) and downstream (*Atp1b2* and *Sat2*) of *Trp53* locus. Three *WwoxΔMMTV* tumors were checked and compared to normal mammary tissue of wildtype, normal mammary tissue of *WwoxΔMMTV* and *Trp53ΔMMTV* mammary tumor. P-value * <0.05, ** < 0.01, *** <0.001.

**Fig. S3: Effect of WWOX overexpression (Using CRISPR untargetable WWOX mutant) in WWOX-KO MCF7 cells, related to Fig. 3.**

a. qPCR for the p53 target PUMA in MCF7 cells. Error bars represent standard deviation. P value < 0.001. Effect of WWOX overexpression on survival (b), TP53 (c) and its targets expression (d). Error bars represent standard deviation. P value < 0.001.

# Supplementary material for: Somatic loss of WWOX is associated with TP53 perturbation in basal-like breast cancer
**Source:** Cell Death Dis. 2018 Aug 6;9(8):832. doi: 10.1038/s41419-018-0896-z
**Supplement:** Supplementary file 4 — Supplemental Table 2-7

**Supplementary Table 2: Up-regulated pathways in *Wwox^ΔMMTV^* tumors compared to WT normal tissue.**

| [**Term**](https://david.ncifcrf.gov/chartReport.jsp?d-16544-s=2&d-16544-o=2&d-16544-p=1&annot=45) | [**Count**](https://david.ncifcrf.gov/chartReport.jsp?d-16544-s=5&d-16544-o=1&d-16544-p=1&annot=45) | [**P-Value**](https://david.ncifcrf.gov/chartReport.jsp?d-16544-s=7&d-16544-o=1&d-16544-p=1&annot=45) |
| --- | --- | --- |
| [ECM-receptor interaction](https://david.ncifcrf.gov/kegg.jsp?path=mmu04512$ECM-receptor%20interaction&termId=450049263&source=kegg) | 27 | 5.40E-10 |
| [Focal adhesion](https://david.ncifcrf.gov/kegg.jsp?path=mmu04510$Focal%20adhesion&termId=450049262&source=kegg) | 43 | 2.60E-09 |
| [Pathways in cancer](https://david.ncifcrf.gov/kegg.jsp?path=mmu05200$Pathways%20in%20cancer&termId=450049305&source=kegg) | 54 | 2.40E-07 |
| Small cell lung cancer | 20 | 3.10E-05 |
| [Cell cycle](https://david.ncifcrf.gov/kegg.jsp?path=mmu04110$Cell%20cycle&termId=450049243&source=kegg) | 23 | 4.70E-04 |
| [Axon guidance](https://david.ncifcrf.gov/kegg.jsp?path=mmu04360$Axon%20guidance&termId=450049260&source=kegg) | 23 | 6.60E-04 |
| [Regulation of actin cytoskeleton](https://david.ncifcrf.gov/kegg.jsp?path=mmu04810$Regulation%20of%20actin%20cytoskeleton&termId=450049290&source=kegg) | 32 | 1.10E-03 |
| [Renal cell carcinoma](https://david.ncifcrf.gov/kegg.jsp?path=mmu05211$Renal%20cell%20carcinoma&termId=450049307&source=kegg) | 15 | 1.10E-03 |
| [Bladder cancer](https://david.ncifcrf.gov/kegg.jsp?path=mmu05219$Bladder%20cancer&termId=450049315&source=kegg) | 11 | 1.40E-03 |
| [Wnt signaling pathway](https://david.ncifcrf.gov/kegg.jsp?path=mmu04310$Wnt%20signaling%20pathway&termId=450049255&source=kegg) | 22 | 7.60E-03 |
| [Pancreatic cancer](https://david.ncifcrf.gov/kegg.jsp?path=mmu05212$Pancreatic%20cancer&termId=450049308&source=kegg) | 13 | 1.10E-02 |
| [Adherens junction](https://david.ncifcrf.gov/kegg.jsp?path=mmu04520$Adherens%20junction&termId=450049265&source=kegg) | 13 | 1.70E-02 |
| [Galactose metabolism](https://david.ncifcrf.gov/kegg.jsp?path=mmu00052$Galactose%20metabolism&termId=450049139&source=kegg) | 7 | 1.80E-02 |
| [Heparan sulfate biosynthesis](https://david.ncifcrf.gov/kegg.jsp?path=mmu00534$Heparan%20sulfate%20biosynthesis&termId=450049183&source=kegg) | 7 | 1.80E-02 |
| [Tight junction](https://david.ncifcrf.gov/kegg.jsp?path=mmu04530$Tight%20junction&termId=450049266&source=kegg) | 19 | 2.20E-02 |
| [Amino sugar and nucleotide sugar metabolism](https://david.ncifcrf.gov/kegg.jsp?path=mmu00520$Amino%20sugar%20and%20nucleotide%20sugar%20metabolism&termId=450049179&source=kegg) | 9 | 2.20E-02 |
| [Melanoma](https://david.ncifcrf.gov/kegg.jsp?path=mmu05218$Melanoma&termId=450049314&source=kegg) | 12 | 2.50E-02 |
| [Non-small cell lung cancer](https://david.ncifcrf.gov/kegg.jsp?path=mmu05223$Non-small%20cell%20lung%20cancer&termId=450049319&source=kegg) | 10 | 2.70E-02 |
| [Prostate cancer](https://david.ncifcrf.gov/kegg.jsp?path=mmu05215$Prostate%20cancer&termId=450049311&source=kegg) | 14 | 2.70E-02 |
| [Basal cell carcinoma](https://david.ncifcrf.gov/kegg.jsp?path=mmu05217$Basal%20cell%20carcinoma&termId=450049313&source=kegg) | 10 | 3.00E-02 |
| [Proteasome](https://david.ncifcrf.gov/kegg.jsp?path=mmu03050$Proteasome&termId=450049228&source=kegg) | 9 | 3.20E-02 |

**Supplementary Table 3: Mice genotyping primers.**

| **Gene** | **Sequence** |
| --- | --- |
| *Wwox WT F* | 5” AGGGACGGCTGGGTGTACTA “3 |
| *Wwox WT R* | 5” CAACCTACTAGCCTCTCCAC”3 |
| *Wwox cKO F* | 5” AGGGACGGCTGGGTGTACTA”3 |
| *Wwox cKO R* | 5” ACCAAAGAACGGAGCCGGTT”3 |
| *Trp53 F* | 5” CACAAAAAACAGGTTAAACCCAG”3 |
| *Trp53 R* | 5” AGCACATAGGAGGCAGAGAC”3 |
| *Cre F* | 5” ATGTCCAATTTACTGACCGTACACC”3 |
| *Cre R* | 5” CGCCTGAAGATATAGAAGATAATCG”3 |

**Supplementary Table 4: qPCR primers for cDNA.**

| **Gene** | **Sequence** |
| --- | --- |
| *Wwox F* | 5” TCACACTGAGGAGAAGACCCA”3 |
| *Wwox R* | 5” CCTATTCCCGAATTTGCTCCA”3 |
| *Hprt F* | 5” TCAGTCAACGGGGGACATAAA”3 |
| *Hprt R* | 5” GGGGCTGTACTGCTTAACCAG”3 |
| *Trp53 F* | 5” TGAAACGCCGACCTATCCTTA”3 |
| *Trp53 R* | 5” GGCACAACACGAACCTCAAA”3 |
| *Cdkn1a (p21) F* | 5” TCCACAGGCATATCCAGACA”3 |
| *Cdkn1a (p21) R* | 5” AGACAACGGCACACTTTGCT”3 |
| *HPRT F* | 5” TGACACTGGCAAAACAATGCA”3 |
| *HPRT R* | 5” GGTCCTTTTCACCAGCAAGCT”3 |
| *TP53 F* | 5”GAGTATTTGGATGACAGAAACACTTT”3 |
| *TP53 R* | 5” CCAGTGTGATGATGGTGAGG”3 |
| *CDKN1A (P21) F* | 5” CTGGAGACTCTCAGGGTCGAA”3 |
| *CDKN1A (P21) R* | 5” GGCGTTTGGAGTGGTAGAAATCT”3 |
| *PUMA F* | 5” ACGACCTCAACGCACAGTACGA”3 |
| *PUMA R* | 5” GTAAGGGCAGGAGTCCCATGATGA”3 |
| *ESR1 F* | 5” CAAGTGGCTTTGGTCCGTC”3 |
| *ESR1 R* | 5” CTGTTGAATCAAACTCAATGGGC”3 |
| *PGR F* | 5” CAAAACCTGACACCTCCAGTT”3 |
| *PGR R* | 5” GCCACATGGTAAGGCATAATGA”3 |

**Supplementary Table 5: qPCR primers for genomic DNA.**

| ***Gene*** | **Sequence** |
| --- | --- |
| *Hprt F* | 5” CCAGGTTGGTGTGGAAGTTT”3 |
| *Hprt R* | 5” CATCTCGAGCAAGACGTTCA”3 |
| *Trp53 F* | 5” TCACCCTCAAGGTACCAAGG”3 |
| *Trp53 R* | 5” GAGAACCACTGTCGGAGGAG“3 |
| *Wrap53 F* | 5” CTGTCGTTCTCACAGGTCCA”3 |
| *Wrap53 R* | 5” AGAAACGAATCTCCCCGAGT”3 |
| *Shbg F* | 5” ACTCAGGCAGAAGGAAGCAG”3 |
| *Shbg R* | 5” TTGCGGAAATTCAGACTGTG”3 |
| *Sat2 F* | 5” CCTGCAGTTATCCTCCGTGT”3 |
| *Sat2 R* | 5” CCGGTCCATGTGCTATAGATG”3 |
| *Atp1b2 F* | 5” CTGCCATTAGCAGGGAACAT”3 |
| *Atp1b2 R* | 5” GCCTGCTGTTCCTAACATCC”3 |
| *Fxr2 F* | 5” ACTCAGGGCTCTGTTTCAGC”3 |
| *Fxr2 R* | 5” CTTGTAGAAGGCCCCGTTG”3 |

**Supplementary Table 6: sgRNA sequences.**

| sgRNA | Sequence 5”—“3 | targeting |
| --- | --- | --- |
| sgRNA 1 | CACCGCATGGCAGCGCTGCGCTACG | Exon 1 |
| sgRNA 2 | CACCGCTCCAGGGCCGGGATTTCAC | Exon 4 |
| sgRNA 3 | CACCGTGGTCACTGGAGCTAATTC | Exon 4 |

**Supplementary Table 7: PAM50 values.**

|  | **Basal** | **Her2** | **LumA** | **LumB** | **Normal** |
| --- | --- | --- | --- | --- | --- |
| **P53_KO_1** | 0.17764011 | -0.09283004 | -0.29808385 | -0.04336551 | -0.07083513 |
| **P53_KO_2** | 0.12957138 | -0.02650979 | -0.38237484 | 0.15291152 | -0.20842838 |
| **WWOX_KO_T_1** | 0.08701289 | -0.02415424 | -0.18924824 | -0.09431199 | -0.02031261 |
| **WWOX_KO_T_2** | 0.19962064 | 0.0209849 | -0.29205983 | -0.077841 | -0.02247353 |
| **WWOX_KO_T_3** | 0.41752701 | -0.03087635 | -0.39543818 | -0.20729892 | 0.05286915 |
| **WWOX_KO_T_4** | 0.28461668 | -0.17532234 | -0.2766453 | -0.19102499 | 0.07073399 |

The values represent the Spearman correlations between the expression values of the PAM50 genes in each tumor and those of the subtype centroids (based on Parker et al. 2009).

How the deposited data were processed for this re-analysis (not part of the article)

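The authors aligned reads of poly-A RNA with TopHat2 (version 2.0.13) after trimming with cutadapt (version 1.7.1), and the authors counted reads per gene with HTSeq (version 0.6.0). These deposited integer counts, from 16 libraries, were the values used. Of 47729 genes, 10 had no counts and were left out, and 15782 of the remaining 47719 were at 0 in every library. Coordinates are those of GRCm38. Against GENCODE M21, 86.37% of the 47305 genes found there had the same coordinates and 99.81% started within 50 kb. A further 88 columns given per sample were not used. The deposited log2 fold changes and p-values were made by the authors with DESeq2 (version 1.10.1). They were used only for comparison.

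The samples were 3 libraries of WT MECs, 3 of *Wwox* KO MECs, 4 of *Wwox* KO tumors, 2 of *Trp53* KO tumors and 4 of DKO tumors, which lack both genes and are not part of the paper's study. The group labels, tests, gene lists and the rule for naming genes were fixed before the data were examined. By that rule, every gene of a list taken from the paper was named, with *Cdkn1a*, *Cdh1*, *Mki67* and *Mdm2*. For each comparison the 10 largest rises and 10 largest falls were taken among called protein-coding genes with a mean of at least 10 CPM in the higher group and groups that do not overlap. List members with the smallest adjusted p were given as examples. A few genes were chosen after their values were seen, which is said where they appear. The values in the paper's tables counted as seen.

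Genes were tested with edgeR (version 4.0.16; TMM scaling, filtering by group, quasi-likelihood F test, two-sided) in R (version 4.3.3), and called at a Benjamini-Hochberg adjusted p under 0.05. Comparisons among C3H groups were fitted over 10 libraries and those with *Trp53* KO or DKO tumors over 16. TMM factors were higher in MECs than in tumors. Standard errors of log2 fold changes were taken as the absolute log2 fold change over the square root of F. DESeq2 (version 1.42.0) and limma (version 3.58.1) were run as alternatives. CPM values are those of edgeR, relative to the TMM-scaled library size. Other alternatives were RLE factors, library size only, 2 other filters, a fold change of at least 2, fits of only the 2 groups, all 16 libraries or all 6 MEC libraries as control, the replicate number as a block, and each library left out. Libraries held 18429164 to 31393331 counts, and replicates varied far more than counting alone gives (chi-square per degree of freedom 38.11 or more).

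Lists were tested as a whole with camera, with its preset correlation of 0.01 and with an estimated correlation, and with fry, adjusted over the lists. The lists from the paper are its basal markers, the other genes of its basal panel, its EMT markers and claudins, and the neighbors of *Trp53*. The others, from general knowledge, are claudin family, mesenchymal, epithelial junction, hormone receptor-positive luminal, alveolar, basal and myoepithelial, p53 target, cell cycle, DNA damage response, hypoxia and glycolysis, and interferon genes, the 3 pathways of the paper, the PAM50 genes by group, strain markers, and markers of adipocytes, T and NK cells, B cells, macrophages, endothelium, fibroblasts, skeletal muscle, red blood cells, lymph node stroma and Schwann cells, and tissue dissociation.

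Expression along chromosomes was analysed in Python (version 3.11.15) with numpy (version 2.4.6), pandas (version 2.3.3) and scipy (version 1.17.1), with exact permutation tests of group differences. The segmentation was written for this purpose after the published settings of CGH-Explorer, whose own code was not used here. Fits were tested on simulated data, drawn from negative binomial distributions with the means, sizes and dispersions of the real libraries. For the shares of changed genes recovered, 200 genes were changed per comparison.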

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

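The tests of chromosome 11 copies within the region and of luminal cells were chosen before the result was seen, and those of the *Trp53* level between models, of 1 copy alone and of the *Met* region after it.

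*Trp53* was lower in *Wwox* KO tumors than most of its neighbors were. Its log2 fold change over WT MECs lay at the percentile 8.2 of 352 genes tested within 10 Mb, a broad test that loss of 1 copy of the region passes. Loss of 1 copy alone, with RNA in proportion to copies and the same mix of cells, would give −1. The value was −2.66 (standard error 0.62), which argues against 1 lost copy as the only cause. A changed mix of cells on top of 1 lost copy was not tested. Against *Wwox* KO MECs, where library 1 was itself low in *Trp53*, the fall was smaller and did not clearly exceed that of 1 copy. Loss of both copies of the gene or of a part of it could explain the level, since *Trp53* KO tumors, whose gene is deleted, differed from *Wwox* KO tumors by 0.1 (standard error 0.61). Counts per gene cannot tell a deletion from a lower rate of transcription.

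The hormone receptor transcripts fell while epithelial genes rose. A lower share of luminal epithelial cells alone might lower *Esr1* and *Pgr*, but the epithelial junction genes had a median log2 change of 2.42, against −0.54 for the hormone receptor-positive luminal genes. This argues against a lower share of all epithelial cells at unchanged expression per cell. Bulk RNA does not measure shares of cells, so a lower share with higher expression per cell is not excluded. A change within the epithelium is not excluded either.

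Genes around *Met* on chromosome 6, with *Cav1* and *Cav2* among them, were higher as a block, and 89.5% of those tested within 1 Mb were called higher. A gain of DNA copies of the region could give this. In the same window 7 genes were at least 16-fold higher in every *Wwox* KO tumor than in every MEC library, and the fullest other window of the genome held 3. Since the window was chosen for these genes, this comparison decides nothing about another mix of cell types in tumors than in MECs. The same holds for the count of raised genes in the window. Of 19 tested genes within 1 Mb, 17 were called higher and none lower, with a median log2 change of 4.98. Over the whole genome, 5315 of 18465 genes tested were higher. Some genes of the window overlap each other, such as *Gm4876* and *Tes*, so they do not count as independent. At 1 to 5 Mb from *Met* the median was 0.82.

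Of all 35 splits of the libraries of *Wwox* KO tumors and WT MECs, only the real one called as many as 10536 genes. The highest other split, which put *Wwox* KO tumor 3 with the 3 WT MECs, called 5214. A chance split is thus unlikely but not excluded, since 1 in 35 is the smallest share possible. For *Wwox* KO tumors and *Wwox* KO MECs the real split was also 1 of 35, with 10893 genes against 5343 in the highest other split. For *Wwox* KO MECs and WT MECs, 1 of 10 splits called as many genes as the real one, which called 1, and 10 splits are too few to tell.

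Single libraries stood apart from their group in 5 of 72 sets of values tested, where chance gives 1 in 20. *Cav1* was at 926 CPM in *Wwox* KO tumor 3. *Mmp9* was at 11.9 CPM in the same tumor. *Vim* was at 2350 CPM in *Wwox* KO tumor 4. *Wwox* was at 0.947 CPM in DKO tumor 2. *Atp1b2* was at 99.8 CPM in DKO tumor 4. Between *Trp53* and *Wwox* KO tumors 36 genes were called (14 without *Trp53* KO tumor 2, 21 and 22 without *Wwox* KO tumors 2 and 3, and 93 without DKO tumor 4), and between DKO and *Trp53* KO tumors 25 (16 and 12 without *Trp53* KO tumors 1 and 2, and 42 without DKO tumor 4).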

How the results depend on the processing

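The alternatives were chosen before the result was seen, except the DESeq2 tests at an adjusted p under 0.1, with or without a log2 fold change of 0.7, the fit without *Wwox* KO MECs 1 and the segments over genes of high expression, which were chosen after it.

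The number of genes that differ between *Wwox* KO MECs and WT MECs was 1, and became 2 in DESeq2 and 2 in DESeq2 at an adjusted p under 0.1. It was 0 with the replicate block and 0 whichever library was left out.

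Between *Trp53* and *Wwox* KO tumors, 36 genes became 295 in DESeq2, 472 in DESeq2 at an adjusted p under 0.1, 15 in a fit of only the 2 groups and 114 with the replicate block. Leaving out 1 library gave 14 (without *Trp53* KO tumor 2) to 93 (without DKO tumor 4). Between DKO and *Trp53* KO tumors, 25 genes became 179 in DESeq2, 291 in DESeq2 at an adjusted p under 0.1 and 0 in a fit of only the 2 groups, and 12 to 42 without 1 library.

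For *Trp53* KO tumors against WT MECs the count ran from 4785 to 9127 without 1 library. For *Wwox* KO tumors, DESeq2 against a log2 fold change of 0.7 at an adjusted p under 0.1 called 6202 genes over WT MECs and 6758 over *Wwox* KO MECs. No source states that replicate numbers pair libraries. Libraries of the same number in *Wwox* KO MECs and WT MECs had correlations of 0.103, 0.381 and 0.073, against −0.236 to 0.121 for the others, so a shared batch there is not excluded; in *Wwox* KO tumors and WT MECs they were −0.016, 0.047 and −0.023.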

Differences from the paper's values

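The comparison below used tests chosen before the result was seen, except the DESeq2 fits at an adjusted p under 0.1 and the fit without *Wwox* KO MECs 1, chosen after it.

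The paper gives 5588 genes as changed in *Wwox* KO tumors, and 10536 were called here in the tumors against WT MECs. The paper's text states no threshold for this number. The authors' columns call 5514 genes in the tumors against WT MECs or *Wwox* KO MECs, close to 5588, and 4676 against WT MECs alone. Of the settings chosen beforehand, a fold change of at least 2 gave the lowest number, 8083, and the others gave 8531 (without WT MECs 3) to 12049 (all 6 MEC libraries as control), with DESeq2 at 11746 and limma at 10467, so each was above 5588. DESeq2 against a log2 fold change of 0.7 at an adjusted p under 0.1, added after the values were seen and close to how the authors' columns were made, gave 6202. It shared 4218 of the 4676 genes the authors' columns call and left out 458.

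For *Trp53* the paper gives a p of 0.0176, and edgeR's unadjusted p here was 0.00162, both for lower expression. The settings gave 1.02e-06 (without *Wwox* KO MECs 1 in the fit) to 0.00816 (replicate block), so each was over 1.5 times below the paper's p. The authors' DESeq2 columns hold 0.0176 for this gene, from a test against a log2 fold change of 0.7. DESeq2 run here against that fold change gave an unadjusted p of 0.00137, so the threshold alone does not account for the difference.

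The paper names *Cdh3* as higher and *Foxa1* as significantly lower in *Wwox* KO tumors, and neither passed in edgeR, though both passed in DESeq2. The paper describes similar upregulation of basal markers in *Trp53* KO tumors, where edgeR called *Cav1* and *Cav2* of 8, and *Krt6b* passed too in DESeq2 (adjusted p = 0.0431). Both caveolin genes lie in the raised block around *Met*. *Cdkn1a*, which the paper found lower by PCR in the majority of tumors, did not pass. That PCR compared tumors with normal MECs or archived tumors, and no source states that they were the tumors sequenced. The list of p53 targets had no common direction, but it was not taken from the gene sets the paper tested. The lower *Trp53* in every *Wwox* KO tumor, the lower median within 10 Mb of it in 3 of 4, the higher *Wwox* RNA in *Trp53* KO tumors, and the absence of a fall of the 3 claudins named in the paper go with what the paper describes. Of its 11 EMT markers 6 were higher, of which *Twist2* was lost in several settings, and 4 of 15 genes of the claudin family were lower.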

Other observations

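The genes and lists in the first paragraph were chosen before the result was seen, and the tests in the second after it.

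*Pgk1*, which encodes the glycolytic enzyme phosphoglycerate kinase, rose in *Wwox* KO tumors over WT MECs by a log2 of 2.89 (standard error 0.14, adjusted p = 5.06e-07, edgeR) and *Pgam1*, the next enzyme, by 3.34 (standard error 0.19, adjusted p = 1.08e-06). Of 31 hypoxia and glycolysis genes 28 were higher and none lower (29 adjusted over the list alone), and the list passed camera (adjusted p = 9.69e-14, and adjusted p = 0.0124 with an estimated correlation). Of 50 cell cycle genes 40 were higher and none lower (42 adjusted over the list alone), such as the checkpoint kinase gene *Bub1* (2.93, standard error 0.24, adjusted p = 1.25e-05), with a camera adjusted p = 2.43e-11, and adjusted p = 0.458 with an estimated correlation. *Mki67*, a marker of dividing cells, rose by 0.73 (standard error 0.26, adjusted p = 0.0332), but not without *Wwox* KO tumors 3 or 4 (adjusted p = 0.0596 and 0.0735) or WT MECs 2 or 3 (adjusted p = 0.109 and 0.113), with library size only (adjusted p = 0.133), with only the 2 groups (adjusted p = 0.0626) or over all 16 libraries (adjusted p = 0.122). Of 32 interferon response genes 16 were higher and 1 lower (the same adjusted over the list alone), and of 41 DNA damage response genes 12 were higher and 7 lower (the same adjusted over the list alone), with *Rad51* up by 2.06 (standard error 0.26) and *Atr* down by a log2 of 1.30 (standard error 0.14). Lymphocyte, muscle and dissociation markers also differ strongly between these groups, so a change in the mix of cells is not excluded for these lists.

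*Tes*, *Capza2*, *St7* and the other genes of this paragraph, chosen after their values were seen, lie around *Met* and the caveolin genes on chromosome 6. *Tes* was at 10170 to 10590 CPM in the 4 *Wwox* KO tumors and 96.49 to 134.3 in the 6 MEC libraries. *Wnt2* and *Cttnbp2* did not pass (adjusted p = 0.514 and 0.409), whereas *Cftr*, between them, was higher (log2 fold change 5.11, adjusted p = 0.0141) but at 0 in *Wwox* KO tumor 4. *Lsm8*, beyond them, was at 1651, 1606, 71.8 and 23.71 CPM in the 4 tumors, so where the raised genes ended differed between tumors. The block was also high in both *Trp53* KO tumors and in DKO tumors 1 to 3, with *Met* at 10300 and 3075 CPM and at 5683 to 8480, but not in DKO tumor 4, where *Met* was at 109.2.

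DKO tumors had less *Wwox* than *Trp53* KO tumors (log2 fold change −4.53, standard error 0.59, adjusted p = 0.00442), but not in a fit of only the 2 groups (adjusted p = 0.425) or with the replicate block (adjusted p = 0.0806). *Sox2* (−4.61, standard error 0.78, adjusted p = 0.0371) was lower too, but not without *Trp53* KO tumor 1 (adjusted p = 0.275) or 2 (adjusted p = 0.0563) or DKO tumor 1 (adjusted p = 0.105) or 2 (adjusted p = 0.11).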
